# Direct but No Transgenerational Effects of Decitabine and Vorinostat on Male Fertility

**DOI:** 10.1371/journal.pone.0117839

**Published:** 2015-02-18

**Authors:** Ruth Kläver, Victoria Sánchez, Oliver S. Damm, Klaus Redmann, Elisabeth Lahrmann, Reinhild Sandhowe-Klaverkamp, Christian Rohde, Joachim Wistuba, Jens Ehmcke, Stefan Schlatt, Jörg Gromoll

## Abstract

Establishment and maintenance of the correct epigenetic code is essential for a plethora of physiological pathways and disturbed epigenetic patterns can provoke severe consequences, e.g. tumour formation. In recent years, epigenetic drugs altering the epigenome of tumours actively have been developed for anti-cancer therapies. However, such drugs could potentially also affect other physiological pathways and systems in which intact epigenetic patterns are essential. Amongst those, male fertility is one of the most prominent. Consequently, we addressed possible direct effects of two epigenetic drugs, decitabine and vorinostat, on both, the male germ line and fertility. In addition, we checked for putative transgenerational epigenetic effects on the germ line of subsequent generations (F1–F3). Parental adult male C57Bl/6 mice were treated with either decitabine or vorinostat and analysed as well as three subsequent untreated generations derived from these males. Treatment directly affected several reproductive parameters as testis (decitabine & vorinostat) and epididymis weight, size of accessory sex glands (vorinostat), the height of the seminiferous epithelium and sperm concentration and morphology (decitabine). Furthermore, after decitabine administration, DNA methylation of a number of loci was altered in sperm. However, when analysing fertility of treated mice (fertilisation, litter size and sex ratio), no major effect of the selected epigenetic drugs on male fertility was detected. In subsequent generations (F1–F3 generations) only subtle changes on reproductive organs, sperm parameters and DNA methylation but no overall effect on fertility was observed. Consequently, in mice, decitabine and vorinostat neither affected male fertility *per se* nor caused marked transgenerational effects. We therefore suggest that both drugs do not induce major adverse effects—in terms of male fertility and transgenerational epigenetic inheritance—when used in anti-cancer-therapies.

## Introduction

Epigenetics describes mitotically and/or meiotically stable modifications (such as DNA methylation and histone modification) that function beyond the actual DNA sequence and regulate gene expression [1]. Establishment and maintenance of the correct epigenetic code is essential in physiological pathways involved in development, differentiation and tissue homeostasis. Aberrant epigenetic codes can provoke severe consequences as tumour formation [2,3] and increased DNA methylation as well as decreased histone acetylation seem to play an important role in tumour development. This evidence has lead to the development of epigenetic drugs that aim at inhibition of tumour formation along these epigenetic pathways. So far, two classes of epigenetic drugs are FDA (Food and Drug Administration) approved: DNA methyltransferase (DNMT) and histone deacetylase (HDAC) inhibitors [3–5].

Decitabine, a methyl cytosine analogue (5-aza-2’-deoxycytidine, 5-Aza-CdR), is an example of a DNMT inhibiting drug used in the therapy of myelodysplastic syndrome (MDS) and acute myeloid leukemia (AML). This nucleoside analogue can undergo phosphorylation into a modified pyrimidine, 5-Aza-dCTP (5-aza-2´-deoxycytidine-5´-triphosphate) and is afterwards incorporated irreversibly into nuclear DNA. Following the incorporation of 5-aza-dCTP, DNMTs get covalently bound to DNA and are subsequently degraded, resulting in gradually decreasing DNA methylation during treatment [5,6]. In contrast, the drug vorinostat (suberoylanilide hydroxamic acid, SAHA) belongs to the HDAC (class I and II) inhibitors. It acts by coordinating the zinc ion at the catalytic site provoking an increased histone acetylation. Currently, this drug is used in the therapy of cutaneous T-cell lymphoma (CTCL) [7–9].

In clinical terms, cancer is the prevalent focus of epigenetic research; however, in recent years several studies have also suggested that epigenetics are functionally important for fertility and embryogenesis. Indeed, germ cells exhibit a specific epigenetic code, established in early primordial germ cells (PGCs). These founders of the germ line undergo genome-wide DNA demethylation when entering the gonadal ridge. Independent of gender, this process ensures an equivalent epigenetic state of the germ cells and allows for the subsequent establishment of sex-specific epigenetic germ line modifications. Finally, in males, these major epigenetic changes result in spermatozoa-specific DNA methylation patterns [10–13].

Recent studies have reported associations between aberrant DNA methylation of several imprinted genes in spermatozoa and reduced sperm count, decreased sperm motility and abnormal sperm morphology [14–17]. Furthermore, aberrant methylation patterns of sperm nuclear DNA have been associated with adverse effects on pregnancies and abnormal DNA methylation in the offspring [18–22]. These findings suggest epigenetic processes during spermatogenesis to be specific and highly regulated and that their disruption could have severe consequences for fertilization and subsequent embryogenesis.

Treatment with epigenetic drugs could also induce adverse epigenetic aberrations in germ cells. It might therefore additionally transmit fertility problems and/or severe consequences for the offspring. Previous studies analysing effects of decitabine on the male germ line demonstrated treated mice to present with reduced fertility and impaired semen parameters, i.e. lowered sperm concentration and impaired sperm motility [23,24]. Decitabine treatment of 5-day-old male mice exhibiting spermatogenic differentiation up to premeiotic cells resulted in spermatogenic arrest due to inhibited spermatogonial conversion into spermatocytes [25]. Interestingly, treatment of pregnant mice with decitabine during the period of epigenetic reprogramming (on gestation day 10) induced a reduction of sperm production, pregnancy rate and testis as well as epididymis weight in the F1-generation [26].

These findings point to the possibility that decitabine-induced decline of fertility parameters could also arise in subsequent generations derived from the treated individuals as previous studies described also intergenerational non-genomic effects [27–29]. If intergenerational non-genomic effects result from inherited epigenetic modifications transmitted via the gametes, this phenomenon is referred to as transgenerational epigenetic inheritance [30,31].

As transgenerational epigenetic inheritance is based on a transmission between generations, the analysis of potential transgenerational epigenetic effects implies the investigation of a “new” generation which had not been in direct contact with the stimulus. That means, if a pregnant female is exposed to a factor, the F3-generation has to be studied as F1-generation embryos bearing the F2-generation germ line had already been directly exposed to the stimulus during pregnancy. In case that an individual gets into contact with any exposure postnatally, only the F1-germ line is directly affected and transgenerational epigenetic effects are detectable from the F2-generation onwards [31].

Transgenerational epigenetic effects have been described in a plethora of studies on various issues such as behaviour, late onset diseases or cancer [27–29]. In terms of male fertility, recent studies have elucidated adverse effects on spermatozoal DNA methylation patterns in descendants of treated rodents [32–34]. Nevertheless, despite of numerous reports on this topic, the existence of transgenerational epigenetic inheritance is still under debate as are the included mechanisms. While DNA methylation seems to respond to environmental factors and is mitotically as well as meiotically stable, this epigenetic modification could play a role in the non-genomic transgenerational inheritance [31,35].

Our experiments aimed at the question, whether the treatment of mice with decitabine or vorinostat directly affects male reproductive parameters and fertility and whether transgenerational inherited epigenetic effects on the male germ line and fertility of subsequent generations (F1—F3 generations) exist.

Decitabine and vorinostat were selected based on the fact that these drugs are FDA-approved and already used in anti-cancer therapies. As the number of cancer survivors is currently increasing and some of these patients are even at a reproductive age and might want to father a child after cure and recovery [36,37], it is essential to know whether the used epigenetic drugs could cause direct negative effects on fertility or could induce adverse multi- or transgenerational epigenetic effects in subsequent generations. These experiments are therefore important to gain basic insights on the safety of these treatments on reproduction and offspring.

## Material and Methods

### Study design

We investigated whether the administration of the two epigenetic drugs decitabine and vorinostat has any direct or transgenerational effects on male germ line and fertility. The respective doses were chosen in accordance to the clinical application regimens in patients and with regard to previous studies in mice using these drugs in order to reveal potential risks for patients [23, 24, 38].

Adult male C57Bl/6 mice (7 weeks old, Central Animal Facility of the Medical Faculty, University Münster (original supplier: Charles River, Sulzfeld, Germany)) were chosen for treatment in order to enable sperm analysis. The treatment was performed for seven weeks covering the complete spermatogenetic cycle of approximately 35 days. Thus, every spermatozoon of the treated animals was entirely exposed to the drug during its differentiation [24].

To examine direct or transgenerational effects, 10 males per group were mated with four untreated females. The offspring was considered as F1-generation. The F2- and F3-generations were obtained by an identical mating scheme (Fig. 1). Effects detectable in the P-generation were direct effects of the drugs as well as effects observed in the F1-generation. Effects occurring in the F2- or F3-generation were referred to as transgenerational effects. As only males of the P-generation were injected with epigenetic drugs and only male descendants thereof were mated, transmission of drug-related effects is only possible via the male germ line. In order to enable the detection of transgenerational effects, four generations (P, F1, F2 and F3) were analysed.

**Fig 1:**
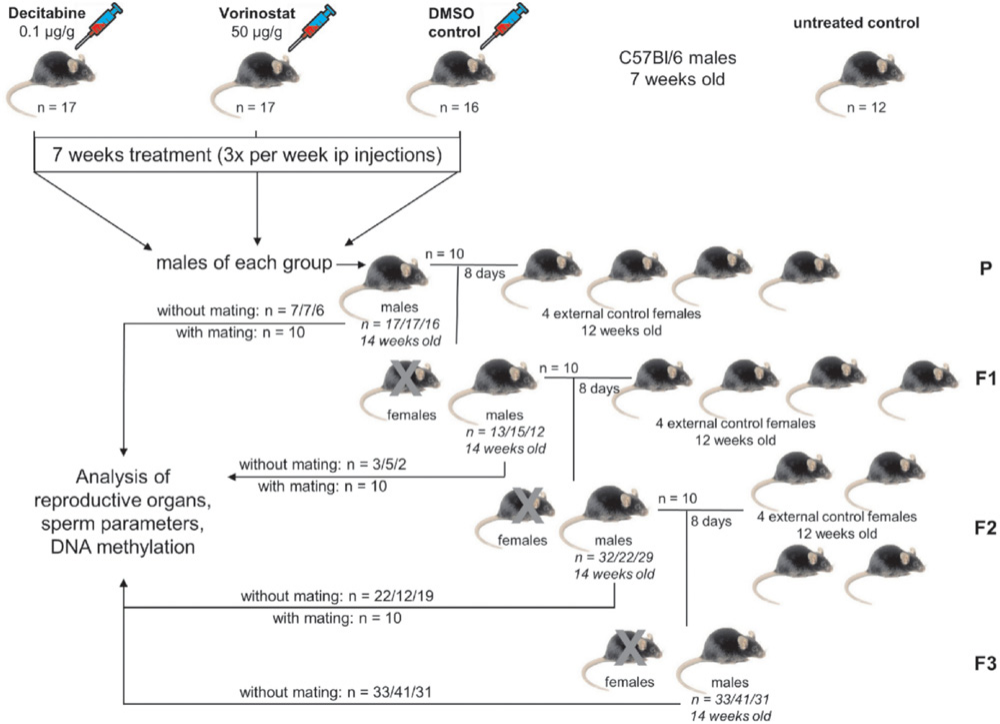
Study design. 62 male C57Bl/6 mice were randomly assigned to four groups receiving either drugs or DMSO or were not treated at all (decitabine, vorinostat, DMSO control, untreated control). Three times per week, mice were injected intraperitoneally for seven weeks. After treatment, 10 males from each treated group were mated simultaneously with four healthy C57Bl/6 females to produce the F1-generation. Identical mating schemes were performed for the F1- and F2-generation. After mating, all male mice of one generation were analysed. Male mice of the F3-generation were not mated but analysed directly after they reached the age of 14 weeks.

### Animals

Experimental protocols were approved by the regional/state authority „Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen” (State Agency for Nature, Environment and Consumer Protection North Rhine-Westphalia) (LANUV AZ 84–02.04.2011.A231) and performed in accordance with the German Federal Law on the care and use of Laboratory animals. 62 male C57Bl/6 mice (P-generation) aged seven weeks were ordered from the Central Animal Facility of the Medical Faculty, University Münster and kept for further 7–8 weeks of the treatment period. All male mice of the F1-generation (n = 30), F2-generation (n = 83) and F3-generation (n = 105) were maintained for 14–15 weeks until mating and subsequent tissue removal. During the study, all mice were housed at 24°C on a 12-h light, 12-h dark cycle and provided with food and tap-water *ad libitum*.

### Treatment

At the age of seven weeks the males of the P-generation were randomly assigned to four groups: decitabine: n = 17, vorinostat: n = 17, vehicle control: n = 16, untreated control: n = 12. Beside the untreated control, all mice were injected intraperitoneally three times per week for seven weeks with either 0.1 mg/kg bodyweight decitabine (5-aza-2′-deoxycytidine, Sigma-Aldrich Corp., St. Louis, MO, USA), 50 mg/kg bodyweight vorinostat (suberoylanilide hydroxamic acid (SAHA), LC Laboratories, Woburn, MA, USA) or with vehicle (7.5% dimethyl sulfoxide (DMSO) in phosphate buffered saline (PBS)). Both drugs were prepared as stock solutions prior to the first injection, divided into several aliquots and stored in tightly sealed vials at -20°C as recommended by the manufacturers. The number of aliquots required was thawed at each injection day at room temperature and injected within 1 hour after thawing.

It is important to note that only the P-generation males were administered with drugs or vehicle, the subsequent F1-, F2- and F3-generations were not subjected to any treatment.

### Mating

From each of the three injected groups 10 randomly selected males were mated simultaneously with four females each for eight days (equals two female cycles) to obtain the F1-generation. At the age of 14 weeks, 10 randomly selected males of the F1-generation per group were mated with four females simultaneously for eight days to obtain the F2-generation and the same mating scheme was performed for the F2-generation to obtain the F3-generation. Males of all generations were mated with 12 week old female C57BL/6 wild type mice (Harlan-Winkelmann, Rossdorf, Germany). Per generation, all mated females were born on the same day to exclude any epigenetic variation due to age.

### Phenotypical observations and organ collections

15 week old (mated and not-mated) male mice were anesthetized by CO_2_ inhalation and killed by decapitation for tissue removal. All animals underwent phenotypical observations and body weights were recorded. Blood samples were collected immediately after decapitation and stored in EDTA-tubes (Sarstedt, Nümbrech, Germany). Testes, epididymides and accessory sex glands (ASG) were weighed before one half of each testis was snap frozen in liquid nitrogen and the other half was fixed in Bouin’s solution over night before it was processed routinely for paraffin embedding for later histological examination.

### Semen analysis

Spermatozoa were isolated from both epididymides (caput, corpus and cauda; as previously described in [39]) by disecting the organs and subsequent incubation in 600 μl Sperm Preparation Medium (Origio, Måløv, Denmark), in which the tissue was minced with fine scissors in order to transfer a maximum of cells into the solution. In order to remove debris, the cell suspension was filtered using a cell strainer (CellTrics, 100 μm, Partec, Münster, Germany). The purity of sperm samples was exemplarily validated by flowcytometrical ploidy analyses (flow cytometer Cytomics FC 500 (Beckman Coulter, Krefeld, Germany), for details see below) of five randomly chosen samples per treatment group of the P-generation (decitabine, vorinostat, vehicle group; only P-generation). The mean percentage of sperm in the samples was 90.24% (± 2.76% standard deviation) and was found to be almost identical in all groups (89.16% (± 3.96%) decitabine; 90.62% (± 2.21%) vorinostat; 90.94% (± 1.95%) vehicle control). Measurements of sperm count, motility, vitality and morphology were carried out according to the WHO guidelines 2010 [40].

### Flow cytometric evaluation of DNA fragmentation with Acridine Orange (FCEAO)

FCEAO was performed as described previously [41]. Briefly, 200 μl TNE buffer including 1 × 10^6^ sperm were mixed with 400 μl of an acid detergent solution (0.08 M HCl, 0.15 M NaCl, 0.1% [vol/vol] Triton X-100, pH 1.2). After exactly 30 seconds, 1.20 ml of acridine orange (AO) staining solution (6 mg AO/ml AO buffer) was added. The AO buffer consisted of 0.037 M citric acid, 0.126 M Na2HPO4, 1.1 mM EDTA disodium, 0.15 M NaCl, pH 6.0. The samples were analysed using the flow cytometer Cytomics FC 500 with an argon laser operated at 488 nm at 40 mW of power. After transiting a 560 nm short-pass dichroic mirror, the green fluorescence was detected through a 525-nm band-pass filter. The red fluorescence was collected through a 675 nm band-pass filter. In total 5000 events were acquired. For the flow cytometer setup and calibration, a “reference” sample was used from a normal mouse semen sample.

Data were analysed with the FCS 3.0 software package (DeNovo software, 3250 Wilshire Blvd. Suite 803, Los Angeles, CA, 90010, USA). A DNA fragmentation index (DFI) for every detected cell was calculated according to the formula: red/(red + green) fluorescence. DFI values were plotted in a histogram.

### Ploidy

Tissue from both testes of all male animals per group were weighed and transferred into a 1.5 ml tube containing 500 μl staining solution (465 μl BSA/PBS (1 mg BSA/ml PBS), 25 μl PI (1 mg propidium iodide /ml PBS), 5 μl RNAse (10 mg RNAse/ml PBS) and 5 μl TritonX-100 (10% Triton X-100 in PBS)). The tissue was minced using scissors, 18 times automatically aspirated by an Eppendorf EDOS 5222 electronic dispensing system (Eppendorf AG, Hamburg, Germany) and two times homogenized for two seconds using an IKA Ultra Turrax tube drive (3.5 speed) (IKA, Staufen, Germany). The solution was filtrated via a cell strainer (CellTrics, 100 μm) to remove residual tissue fragments before it was incubated for 30 minutes in the dark. After incubation, 120 μl of the sample were mixed with 70 μl PBS and 50 μl counting beads and analysed in the flow cytometer Cytomics FC 500 [42]. The cells analysed for DNA content were assigned to categories according to staining intensity: 1) cells with highly condensed DNA (HC: elongated spermatozoa), 2) haploid cells (1C: spermatids), 3) diploid cells (2C: spermatogonia, somatic cells (e.g. Sertoli, peritubular and Leydig cells)), 4) “double diploid” cells (4C: spermatocytes).

### Histological analysis

Six μm sections from Bouin fixed and paraffin embedded tissues were processed and PAS (Periodic acid-Schiff reaction) stained. In order to assess spermatogenic efficiency, a blinded analysis of tubules with spermatozoa within 50 tubules per animal was performed. Additionally, the tubular and luminal diameter and the epithelial height were measured in at least 20 tubules per animal.

### Isolation of DNA and bisulfite conversion

DNA was isolated from blood using FlexiGene DNA Kit (Qiagen, Hilden, Germany) and from 1 × 10^6^ spermatozoa using the Master-Pure DNA Purification Kit (EPICENTRE Biotechnologies, Madison, WI, USA). Afterwards, isolated spermatozoal and blood DNA from up to 20 animals per group were bisulfite converted by the EpiTect Bisulfite Kit (Qiagen, Hilden, Germany).

### Genes of interest

DNA methylation patterns of three maternally methylated (*Mest*, *Lit1* and *Snrpn)* and one paternally methylated imprinted (*H19*) genes were examined as they indicate parent-of-origin expression. Furthermore, Intracisternal-A-Particles (IAPs) were investigated to define the global DNA methylation. One spermatogenesis-specific gene (*Dazl*) and one developmental gene (*Oct4*) were analysed in order to check for potential effects on spermatogenesis and development. As previous studies described an effect of decitabine on *Tcf3* and *Abt1* [24], these transcription factors were also examined.

### Amplification of differentially methylated regions of genes

Differentially methylated regions (DMRs) of the paternally methylated imprinted gene *H19* (chromosome 7; 149766893–149767185, E.v.62), the maternally methylated imprinted genes *Lit1* (GenBank: AJ271885.2), *Snrpn* (chromosome 7; 67149848–67150143, E.v.62), and *Mest* (GenBank: AF017994.1), the spermatogenesis-specific gene *Dazl* (chromosome 17; 50432424–50433024, E.v. 62), the developmental gene *Oct4* (chromosome 17; 35642662–35642991, E.v. 62), the transcription factors *Abt1* (chromosome 13; 23514335–23514735, E.v. 62) and *Tcf3* (chromosome 6; 72577372–72577900, E.v. 62) and the repetitive elements *IAP*s (GenBank: M17551.1) were analysed. PCR primers and the specific thermocycling conditions are listed in the S1 Supporting Information.

### DNA methylation analysis

Quantitative DNA methylation analysis was performed by pyrosequencing (PyroMark Q24 System, Qiagen, Hilden, Germany) on samples from 20 animals per group. For the validation of the assay sensitivity and reproducibility, DNA methylation levels of control samples of different sources (blood, spermatozoa) and of control DNA with different percentages of methylation (Qiagen, Hilden, Germany) were analysed at least in duplicates. Moreover, all pyrosequencing assays included control dispensations at non CpG sites to technically monitor and rule out insufficient bisulfite conversion. In addition, randomly selected samples were analysed in duplicates, in order to prove assay reliability. Pyromark Q24 software (PyroMark Q24 2.0.6.20, Qiagen) was used for analysis. The sequencing primers are listed in the S2 Supporting Information.

### Reduced representation bisulfite sequencing (RRBS)

A total of 100 ng spermatozoal DNA was used for RRBS library preparation using a published protocol with minor modifications already described in detail in previous studies [43,44] (S3 Supporting Information and S1 Table). The RRBS samples were carefully chosen in order to allow optimized analysis of parents and their related F3-generation. We studied representative sperm samples of the vehicle-control (n = 2), decitabine treated animals (n = 3) and their F3-generations (vehicle control: n = 2; decitabine treated animals: n = 3).

### Fertility

For the assessment of the mated males´ fertility the percentage of males which produced offspring, the litter size per male and the sex ratio of the offspring was recorded.

### Statistical calculations

In order to analyse direct effects of decitabine or vorinostat, the treated mice were compared to the DMSO vehicle control, which, in turn, was compared to untreated controls to investigate direct effects of DMSO. In the following generations the decitabine and vorinostat groups were compared to the DMSO vehicle control of the same generation to detect specific transgenerational effects of the drugs. A comparison of the parental DMSO control group with its subsequent generations provided information on non-substance related effects.

All calculations were performed with GraphPad Prism version 5.02 for Windows (GraphPad Software, San Diego, CA, USA). Values were checked for Gaussian distribution by D’Agostino & Pearson omnibus normality test. Statistical differences were detected by unpaired t-test for normally distributed data or by Mann Whitney Test if data did not show normal distribution. Differences were considered to be significant if p < 0.05.

## Results

### Direct effects of decitabine and vorinostat treatment on the P-generation

**Body weight and reproductive tract**

The epigenetic drugs did not affect body weight (S2 Table). However, the treatment with decitabine led to significantly reduced relative testis weight (Fig. 2A), decreased diameter of seminiferous tubules (Fig. 2B) and decreased seminiferous epithelium height (Fig. 2C). Additionally, the proportion of diploid cells was increased (Fig. 2D) and that of haploid testicular cells decreased (Fig. 2E) after decitabine treatment. Treatment with vorinostat affected the reproductive organs, i.e. resulted in decreased relative testis weight (Fig. 2A) as well as smaller accessory sex glands (Fig. 2F) and decreased epididymides weight (Fig. 2G).

**Fig 2:**
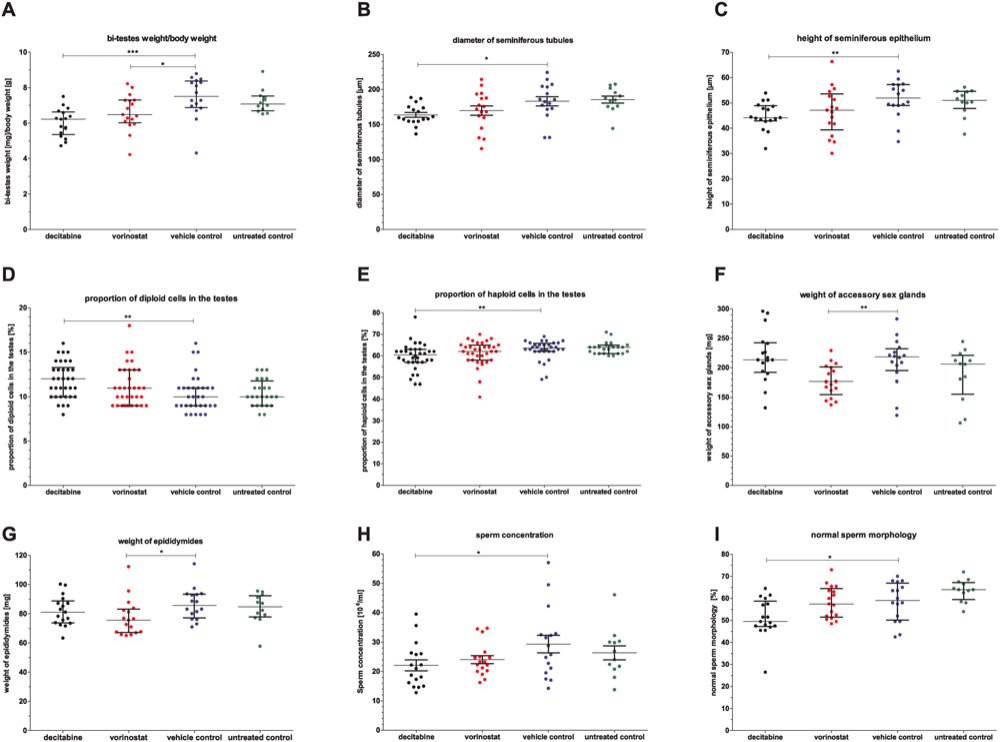
Direct effects of decitabine and vorinostat treatment on reproductive organs and semen parameters. A) Bi-testes weight/body weight, B) diameter of seminiferous tubules, C) height of seminiferous epithelium, D) percentage of diploid cells (undifferentiated germ cells and somatic cells) and E) of haploid cells (spermatids) in the testes, F) weight of accessory sex glands, G) weight of epididymides, H) sperm concentration and I) morphology. One point represents one animal. A), C)—G), I) The median (± interquartile range) or B), H) mean (± SEM) are shown, *: p < 0.05, **: p < 0.01, ***: p < 0.001.

**Sperm parameters**

Treatment with decitabine significantly reduced sperm concentration (Fig. 2H) and normal sperm morphology (Fig. 2I), whereas vorinostat did not have any effect (S2 Table).

**DNA methylation**

DNA methylation of some genes in blood and spermatozoa was altered by both epigenetic drugs (S3 Table). Whereas vorinostat led to hypermethylation of *Snrpn* (Fig. 3A), decitabine caused hypomethylation of *Tcf3* (Fig. 3B) in blood. In addition, decitabine treatment resulted in hypomethylation of *H19*, *Tcf3* and *Abt1* in spermatozoa (Fig. 4 A-C). Furthermore, the spermatogenesis-specific gene *Dazl* was hypermethylated in spermatozoa after decitabine treatment (Fig. 4D).

**Fig 3:**
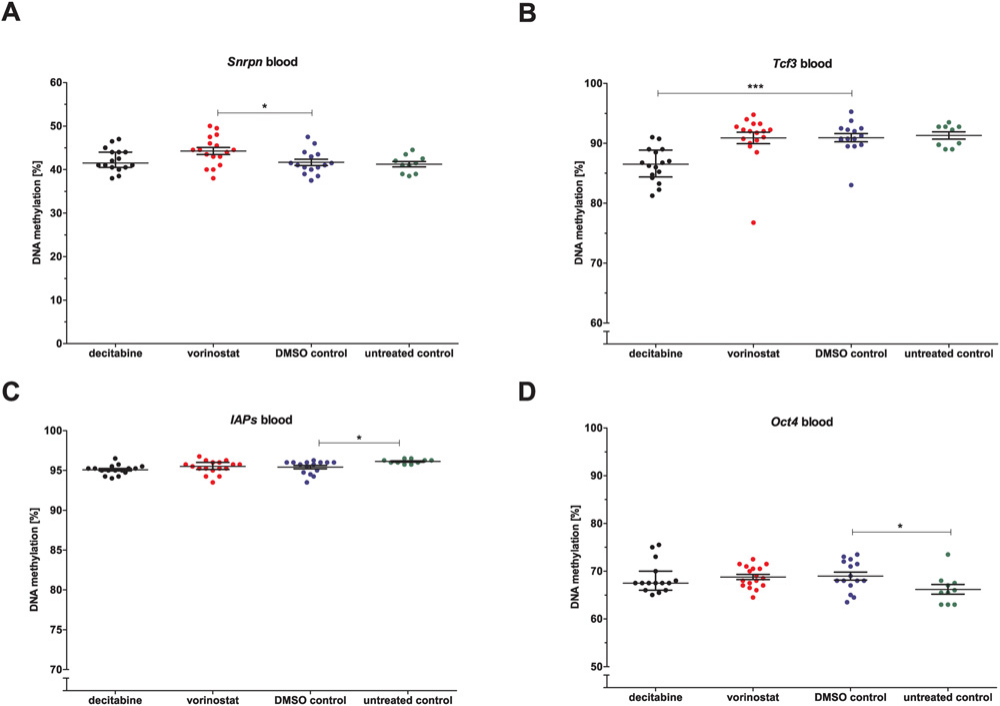
Direct effects of decitabine and vorinostat on DNA methylation in blood of the P-generation. Genes: A) *Snrpn*, B) *Tcf3*, C) *IAPs* and D) *Oct4*. Statistical differences were calculated for decitabine and vorinostat in comparison to DMSO vehicle control and for DMSO vehicle control in comparison to untreated control mice. One point represents one animal. The median (± interquartile range) is shown for each group, *: p < 0.05, **: p < 0.01, ***: p < 0.001, ****: p < 0.0001.

**Fig 4:**
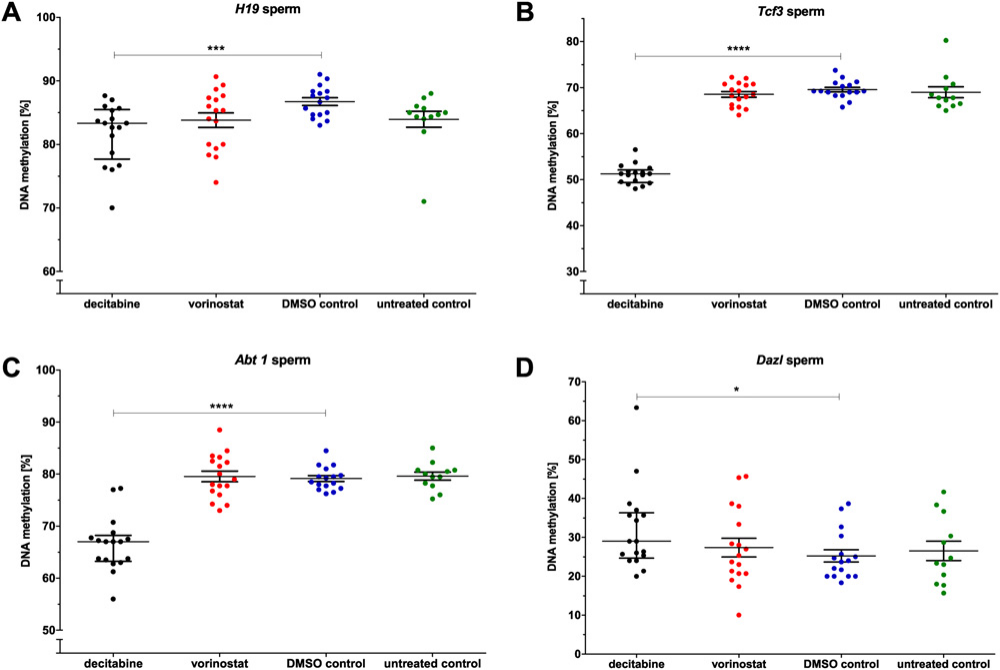
Direct effects of decitabine and vorinostat on DNA methylation in spermatozoa of the P-generation. Genes: A) *H19*, B) *Dazl*, C) *Abt1* and D) *Tcf3*. Statistical differences were calculated for decitabine and vorinostat in comparison to DMSO vehicle control and for DMSO vehicle control in comparison to untreated control mice. One point represents one animal. The median (± interquartile range) is shown for each group, *: p < 0.05, **: p < 0.01, ***: p < 0.001, ****: p < 0.0001.

**Fertility**

Whilst litter size and sex ratio of the offspring were not affected by treatment, the number of males producing offspring was slightly reduced after decitabine treatment. Contrary to the vorinostat and DMSO groups in which nine out of 10 mated males produced offspring, in the decitabine group only seven out of 10 mated males reproduced successfully (S1 Fig.).

### Direct effects of decitabine and vorinostat on the F1-generation

In the F1-generation almost all effects observed in the P-generation had disappeared (S4 Table) and only few remaining changes could be observed: an increased number of elongated spermatids (cells with highly condensed DNA) after decitabine treatment (Fig. 5A) and lower sperm vitality after vorinostat treatment (Fig. 5B). Additionally, *Abt1* was hypomethylated in spermatozoa of the F1-generation derived from both drug-treated groups (Fig. 5C). No effects of decitabine and vorinostat on fertility were found in the F1-generation (S1 Fig.).

**Fig 5:**
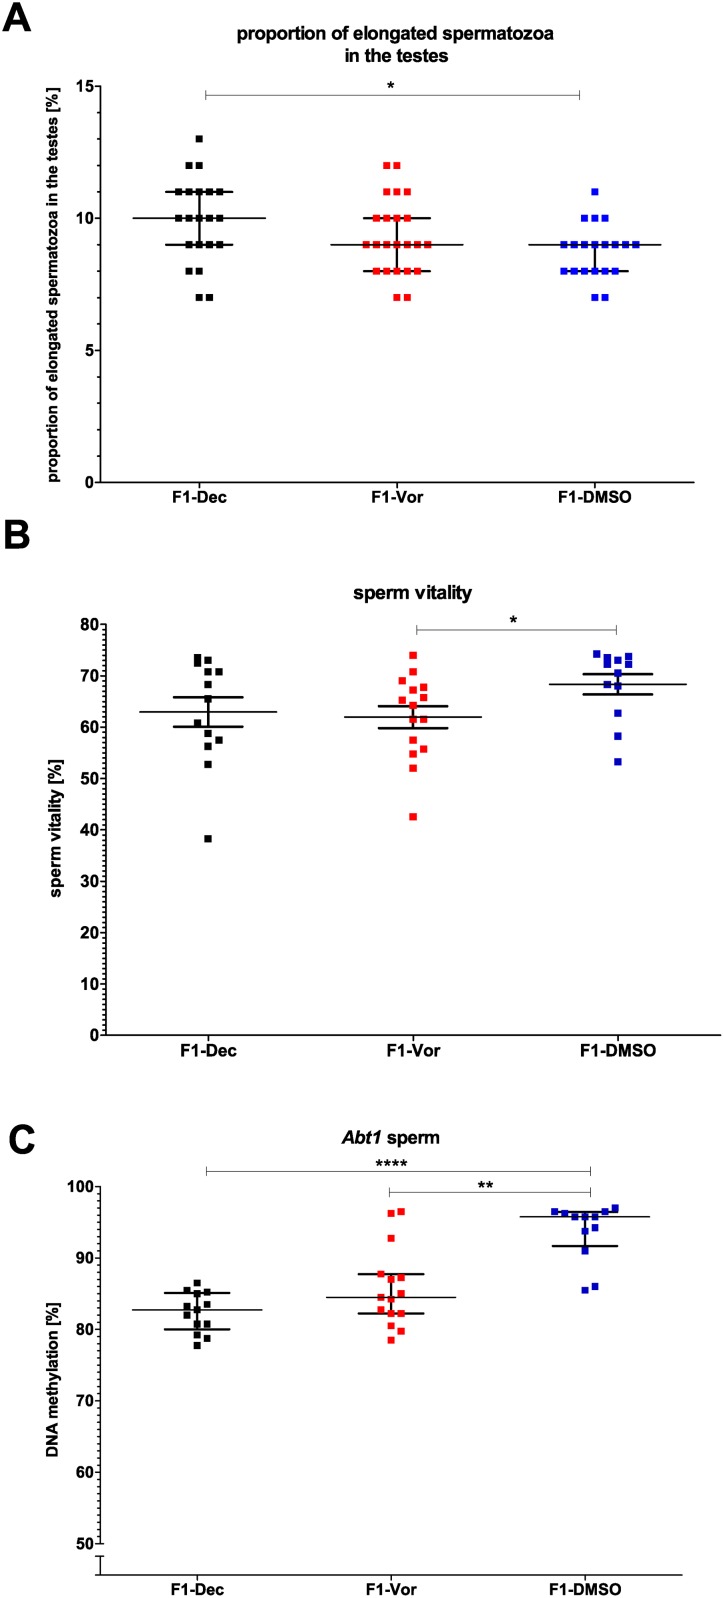
Effects of treatment in the F1-generation. A) Proportion of elongated spermatozoa (cells with highly condensed DNA) in the testes, B) sperm vitality and C) DNA methylation of *Abt1* in spermatozoa. Statistical differences were calculated for decitabine and vorinostat in comparison to DMSO vehicle control. One point represents one animal. A, C) The median (± interquartile range) or B) the mean (± SEM) are shown for each group, *: p < 0.05, **: p < 0.01, ***: p < 0.001, ****: p < 0.0001.

### Direct effects of DMSO treatment on the P-generation

Administration of vehicle only (DMSO) did not result in direct effects on body or reproductive organ weights when compared to controls. Similarly, sperm concentration, morphology and DNA fragmentation were not influenced by the vehicle, only progressive sperm motility increased significantly under DMSO treatment (S2 Table). DMSO administration led to a significant DNA hypomethylation of the repetitive elements *IAPs* and a DNA hypermethylation of *Oct4* in blood (Fig. 3C and D). All other DNA methylation patterns of the genes were not affected by DSO treatment, neither in blood nor in spermatozoa (S3 Table).

### Non-substance related effects on F1-, F2- and F3-generations

**Body weight, reproductive tract and sperm parameters**

The comparison of DMSO treated control mice with their subsequent generations revealed some non-substance related effects on body weight (F1, F2 and F3), relative testis weight (F1, F2 and F3), diameter of seminiferous tubules (F2), diameter of seminiferous lumen (F2 and F3), epididymis weight (F2 and F3) and testicular cell composition (F2 and F3). Further unspecific effects could be recognized in the level of DNA fragmentation of nuclear sperm DNA and in sperm motility (F1, F2 and F3), concentration, vitality (F2 and F3) and morphology (F1 and F3) (S5 Table).

**DNA methylation**

Non-substance related altered DNA methylation was found in spermatozoa for all analysed genes in the subsequent generations. Many of these genes displayed aberrant DNA methylation patterns even in all subsequent generations. In blood, less non-substance related effects on DNA methylation patterns were detectable, including the genes *Abt1*, *Tcf3*, *Dazl*, *Lit1* and *IAPs* (S6 Table). However, although significant, most of the differences were only minor.

**Fertility**

Concerning the endpoints recorded for fertility assessment no non-substance related effects were observed (S1 Fig.).

### Transgenerational effects of decitabine and vorinostat on the F2- and F3-generations

**Body weight and reproductive tract**

Decitabine and vorinostat caused only few transgenerational effects (S7 Table). Treatment of mice with decitabine provoked a higher proportion of diploid and “double diploid” cells in the testes of the F2-generation (Fig. 6A and B). Treatment with vorinostat caused an increase of testis weights, mean diameter of seminiferous tubules and height of epithelium in the F2-generation (Fig. 6C—E).

**Fig 6:**
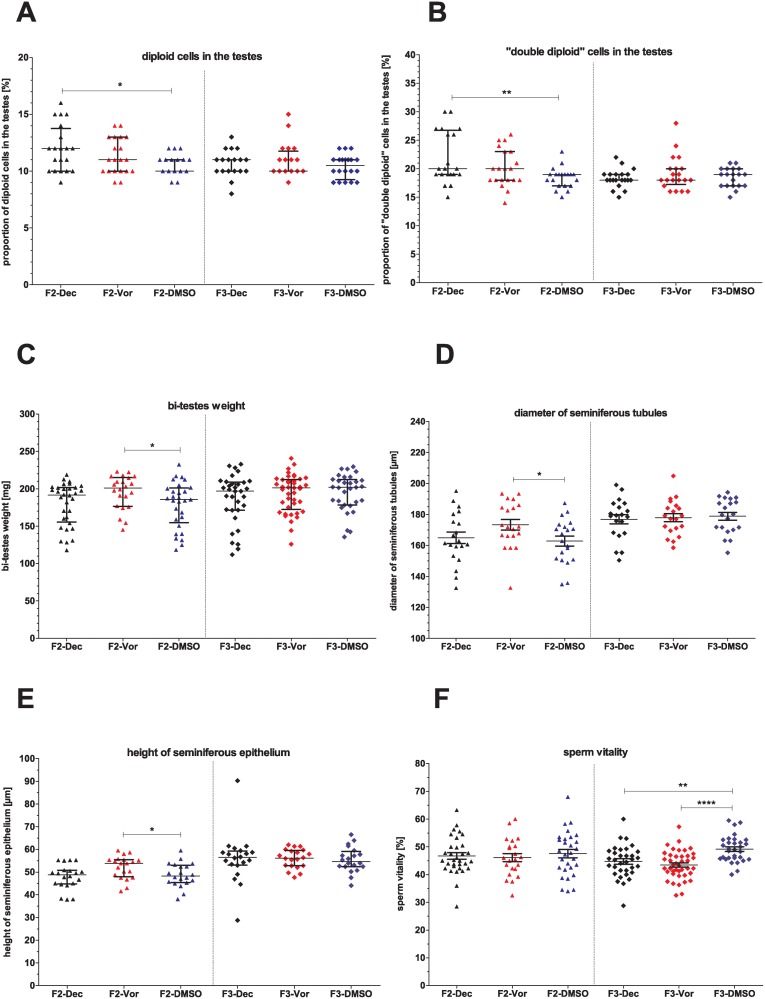
Transgenerational effects of decitabine and vorinostat treatment on reproductive organs and semen parameters. A) Percentage of diploid cells (undifferentiated germ cells and somatic cells) and B) of “double diploid” cells (spermatocytes) in the testes, C) Bi-testes weight, D) diameter of seminiferous tubules, E) height of seminiferous epithelium, F) sperm vitality. One point represents one animal. A)—C), E) The median (± interquartile range) or D), F) the mean (± SEM) are shown, *: p < 0.05, **: p < 0.01, ***: p < 0.001, ****: p < 0.0001.

**Sperm parameters**

In the F2- and F3-generations, sperm parameters were almost unaffected by decitabine and vorinostat (S7 Table). Only sperm vitality was decreased in the F3-generation (Fig. 6F).

**DNA methylation**

In blood and spermatozoa DNA methylation patterns of few genes were affected in the F2- and F3-generations subsequently to parental decitabine and vorinostat treatment (S8 Table). Administration of decitabine in the P-generation induced negligible DNA methylation aberrations of *Abt1* in blood (Fig. 7A) and hypermethylation of *Mest* in spermatozoa (Fig. 7B) of the F2-generation. Furthermore, in the F3-generation derived from decitabine-treated animals, hypermethylation of *Snrpn* (Fig. 7C) and hypomethylation of *Tcf3* (Fig. 7D) in blood and hypomethylation of *Oct4* in spermatozoa (Fig. 7E) were detected. In the F2-generation originating from vorinostat-treated animals, hypermethylation of *Mest* (Fig. 7F) and slightly aberrant DNA methylation of *Abt1* (Fig. 7A) in blood were found. Similar to decitabine, vorinostat treatment led to hypomethylation of *Oct4* in spermatozoa of the F3-generation (Fig. 7E).

**Fig 7:**
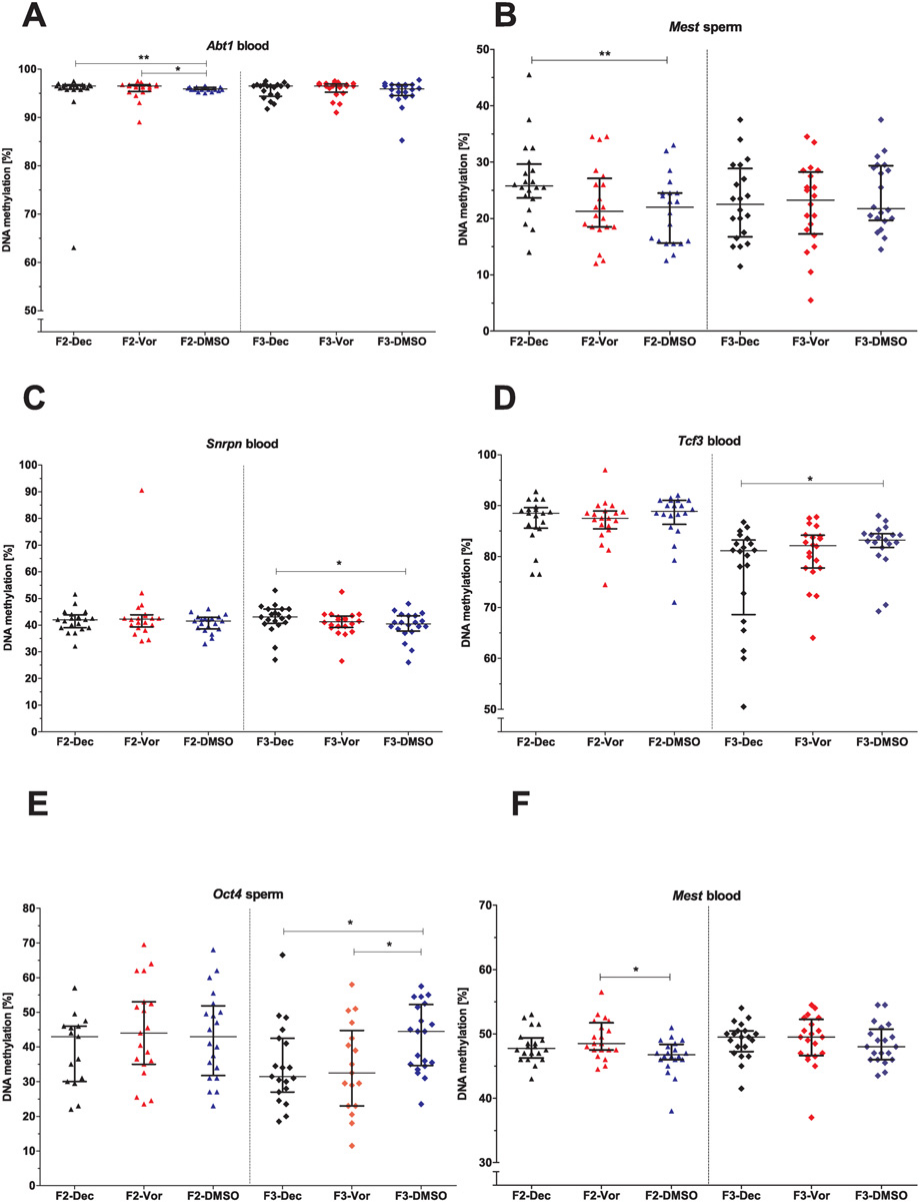
Transgenerational effects of decitabine and vorinostat treatment on DNA methylation levels. Genes: A) *Abt1* in blood, B) *Mest* in spermatozoa, C) *Snrpn* and D) *Tcf3* in blood, E) *Oct4* in spermatozoa, F) *Mest* in blood. One point represents one animal. The median (± interquartile range) is shown for each group, *: p < 0.05, **: p < 0.01.

**Fertility**

Identical with the findings in the F1-generation no differences were found in the proportion of males fathering offspring, litter size and sex ratio of offspring in the F2-generation derived from decitabine- and vorinostat-treated animals compared to the F2-DMSO control group (S1 Fig.).

### Additional analysis of direct and transgenerational effects of decitabine on spermatozoal DNA methylation

Reduced representation bisulfite sequencing (RRBS) was performed to gain information on the genome-wide DNA methylation status after treatment in representative sperm samples of the vehicle-control (n = 2) and decitabine treated animals (n = 3) as well as the respective F3-generations (vehicle control: n = 2; decitabine treated animals: n = 3). 

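Spermatozoal DNA of 10 mice was analysed. In the P-generation, 2 animals (C8 and C14) had received the vehicle, 7.5% DMSO, and 3 animals (D10, D11 and D13) had received decitabine at 0.1 mg/kg in the same vehicle, 3 times per week for 7 weeks from an age of 7 weeks. Decitabine is a cytidine analogue that is incorporated into DNA and blocks DNA methyltransferases. The F3-generation was represented by 2 descendants of the vehicle-control animals (F3C9 and F3C30) and 3 descendants of the decitabine treated animals (F3D1, F3D7 and F3D31), which were not treated themselves. In RRBS, DNA is cut with MspI, short fragments are selected and converted with bisulfite, and unmethylated cytosines are then read as thymine. The authors removed adapters, mapped the reads to the mouse genome (mm10), called methylation with Bismark and deposited the number of methylated and unmethylated reads for each CpG cytosine of each animal, with both strands listed separately and without a coverage filter. All 2620673 cytosines in the files were CpG cytosines in the reference sequence. The summed coverage of CpG cytosines in the vehicle-control animals of the P-generation was 51957592 in C8 and 72763350 in C14. In the decitabine treated animals it was 63144221 in D10, 59257038 in D11 and 48903817 in D13. For the F3-generation, the coverage was 80811307 in F3C9, 69111757 in F3C30, 115158278 in F3D1, 63999767 in F3D31 and 61913075 in F3D7. Among cytosines with at least 10 reads, the median coverage was lowest in D13 with 28 reads and highest in F3D1 with 63 reads. At 28 reads, the 95% Wilson confidence interval of a methylation level near 50% ran from 32.63% to 67.37%, and at 10 reads it ran from 23.66% to 76.34%, so that single CpG values of single animals were imprecise. From these counts, cytosines with at least 10 reads were kept in each animal, both strands of a CpG were merged, and each CpG covered in all 5 animals of a generation was tested. A logistic model was fitted to the counts with a likelihood-ratio test of the group, as in methylKit, and Benjamini-Hochberg q-values were used in place of methylKit's own q-values. The model pools the reads within a group and does not take the variation between animals into account. With 2 animals against 3, an exact permutation test cannot give a p-value below 0.1.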

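Methylation levels were compared between all pairs of samples over the 891551 CpG sites with at least 10 reads in each of the 10 samples. The distance, 1 minus Pearson's correlation coefficient across CpG sites, had a median of 0.0218 over the pairs. CpG sites are not independent replicates, so no p-value was attached to these coefficients. The smallest distance, 0.0102, was found between C14 of the P-generation and F3D1 of the F3-generation, which belong to different groups. The largest distance, 0.0580, was found between C8 and D13, which corresponds to a correlation coefficient of 0.942. The mean distance to the other samples was 0.0540 for C8. For the remaining animals it lay between 0.0195 in C14 and 0.0290 in D11. The correlation measure moved these distances most: with Spearman's correlation the median distance was 0.103. From the small distances in Fig. 8, the paper describes the methylomes of both generations as highly similar.

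**Figure D1:**
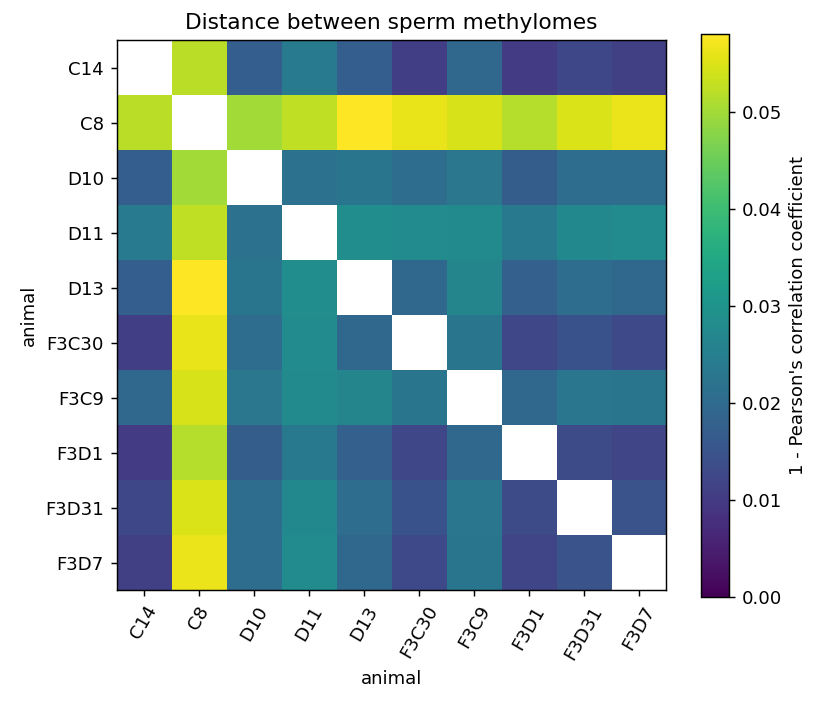
Distance (1 minus Pearson's correlation coefficient, no unit, colour scale from 0) between each pair of the 10 sperm samples, with animals on both axes. The row and column of C8 hold distances from 0.0500 to 0.0580, and all pairs without C8 lie at or below 0.0284.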

In general, the spermatozoal methylomes of the P-generation and F3-generation were highly similar (Fig. 8). 

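Of the 922295 CpG sites tested in the P-generation, 6644 had a difference between decitabine treated and vehicle-control animals of at least 25 percentage points and a q-value under 0.01. The methylation was higher in decitabine treated animals at 3193 of them and lower at 3451. The median size of the difference at those also covered in the F3-generation was 29.9 percentage points. At 5070 of the 6644 CpG sites, all 3 decitabine treated animals lay beyond both vehicle-control animals in the same direction. The number of differentially methylated CpG sites depended strongly on how the variation between animals entered the test. With an overdispersion term for each CpG site, 0 of the 922295 CpG sites passed, and with each animal left out in turn the number ranged from 2820 without C8 to 41781 without C14.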

However, more detailed analysis of CpG sites revealed some differences between the methylome of decitabine treated and untreated animals (in total 6,821 differentially methylated CpG sites (3,278 hypermethylated and 3,543 hypomethylated)). As about 1/3 of the differentially methylated CpG sites resided in close vicinity to another differentially methylated CpG site, we assume a cooperative signal. 

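Of the 6644 differentially methylated CpG sites of the P-generation, 2049 (30.8%) had another differentially methylated CpG site within 100 bp. In 1000 random sets of equally many tested CpG sites, this share was 7.15% on average and 8.37% at most. The permutation p-value was 0.001, the smallest that 1000 sets can give. Random sets do not keep neighbouring CpG sites together, although these can share reads. Exceeding them therefore does not separate a group difference from other variation between animals. The share was 28.8% within 50 bp, against a mean of 4.24% in random sets, and 33.6% within 300 bp, against 14.1%. Leaving out C14 changed it most, to 43.0%, but the random sets then reached 33.9% on average, so that the excess over random sets was smaller. From this proximity the paper assumes a cooperative signal.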

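In the F3-generation, 1047534 CpG sites were tested, among them 6102 of the 6644 CpG sites that were differentially methylated in the P-generation. Of these 6102 CpG sites, 46 were differentially methylated in the same direction in the F3-generation and 48 in the opposite direction. An overlap of 13.3 CpG sites would arise between independent sets, and the 94 found gave an odds ratio of 7.48 (Fisher's exact test over CpG sites, which are not independent replicates, p = 7.68e-48). When CpG sites within 1000 bp were grouped into clusters, the first CpG site kept its direction in 42 of 90 clusters (exact binomial test, p = 0.598). The median size of the difference at the 6102 CpG sites was 29.9 percentage points in the P-generation and 6.50 percentage points in the F3-generation. The coverage of the F3-generation would have brought 5894 of them (96.6%) past the thresholds, had the pooled difference of the P-generation been retained exactly. The CpG sites had been selected by the difference threshold, so only the q-value threshold could be missed. Sampling of reads and variation between animals were left out, and these could bring retained differences below the difference threshold. The 96.6% is therefore not the share expected to remain. The share computed in this way was 64.2% (4110 of 6406) with every sample thinned to the coverage of the shallowest sample. It was 77.8% (4750 of 6107) without F3D1. It also fell without F3D31 (89.5%), F3D7 (86.3%) or F3C30. The lowest share was reached without F3C9, below the share after thinning. Without F3C9 or F3C30, 1 vehicle-control animal is left. The share rose when any single P-generation animal was left out. Across the settings tried, the number that remained in the same direction was lowest with a difference of at least 40 percentage points, where 1 remained, and highest without C14, where 301 remained. From the few CpG sites that remained, the paper concludes that the differences of the P-generation disappeared in the F3-generation.

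**Figure D2:**
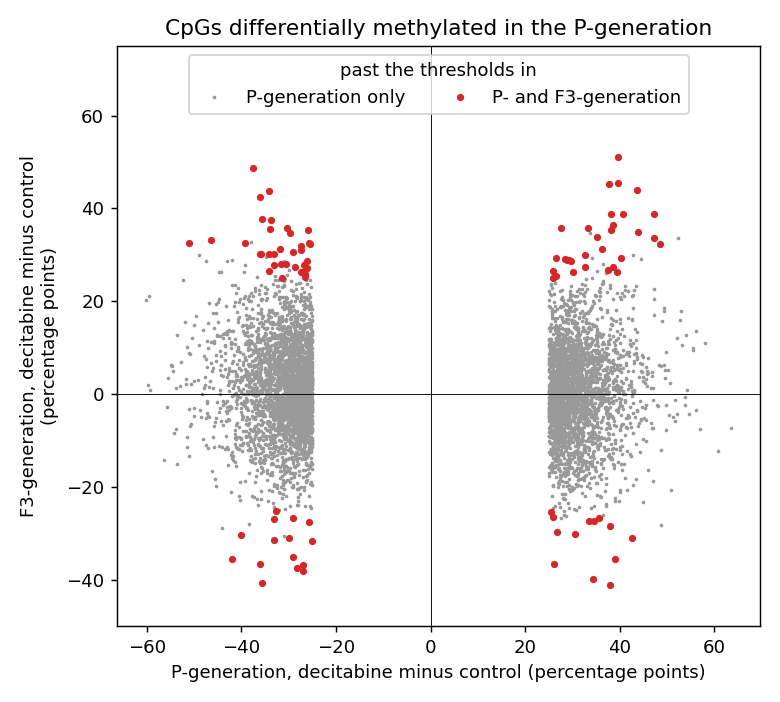
Difference in methylation between decitabine and vehicle-control samples, in percentage points, in the P-generation (horizontal axis) and in the F3-generation (vertical axis), with 1 point for each of the 6102 CpG sites. The 94 red points passed the thresholds in both generations, 46 of them in quadrants with the same direction and 48 in quadrants with opposite directions.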

Interestingly, these differences disappeared in the F3-generation and only 50 differentially methylated CpG sites remained (Detailed information about RRBS results is given in S4 Supporting Information and S9 Table). Raw data of the RRBS results can be found on the GEO database: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=mrsdmimgxxebtgx&acc=GSE59575.

**Fig 8:**
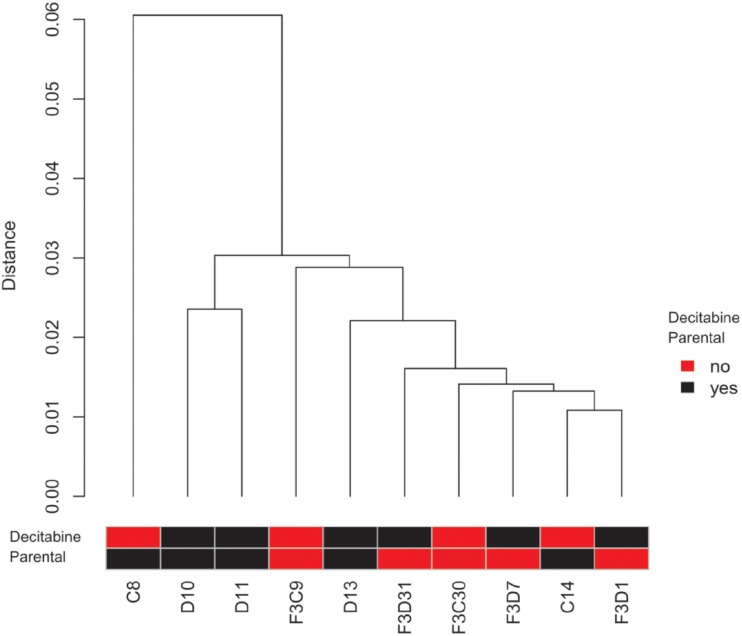
Clustering dendrogram based on DNA methylation of 1.35 × 106 CpG sites (min. coverage 10 reads) present in all samples. Analysed samples: Isolated DNA of spermatozoa of two vehicle-control animals (**C8**, **C14**) and two descendants (analysed sample from the F3-generation of C8: **F3C9** and from the F3-generation of C14: **F3C30**) as well as of three decitabine treated animals (**D10**, **D11**, **D13**) and three descendants (analysed samples from the F3-generation of D10: **F3D1** and **F3D31** and from the F3-generation of D11: **F3D7**). The distance is based on the Pearson’s correlation coefficient that ranges from +1 (two samples are most similar) to-1 (two samples are negatively correlated), while a 0 indicates absence of correlation. To visualize the difference between two samples the distance is calculated by converting the similarity matrix of the Pearson’s correlation coefficient into a distance matrix (1—Pearson’s correlation coefficient) which is then used for hierarchical clustering. Due to the low distance between the samples, our analysis revealed the absence of large differences in the spermatozoal methylome of decitabine treated and untreated animals and their descendants.

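Over the 10 samples, 891551 CpG sites had at least 10 reads in every sample after both strands of a CpG had been merged, with the minimum applied to each strand. When the strands were not merged, 1128490 cytosines met the minimum in every sample. With a minimum of 20 reads, 591155 CpG sites were left.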

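The distances between the descendants and their own ancestors of the P-generation were computed over the same 891551 CpG sites. F3C9 had a distance of 0.0545 to its ancestor C8, and F3C30 had a distance of 0.0109 to its ancestor C14. For the descendants of decitabine treated animals, the distances were 0.0171 between F3D1 and D10, 0.0207 between F3D31 and D10, and 0.0280 between F3D7 and D11. Each of these F3-generation animals was nearer to the vehicle-control animal C14 than to its own ancestor, at 0.0102 for F3D1, 0.0126 for F3D31 and 0.0111 for F3D7. The vehicle-control descendant F3C9 was also nearer to C14, at 0.0196, than to its ancestor C8. C14 had the lowest mean distance to the other samples of all animals, so these distances do not show a return to a vehicle-control profile.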

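In average-linkage clustering, C14 and F3D1 were joined first at a distance of 0.0102, and F3D7, F3C30 and F3D31 followed up to a distance of 0.0139. C8 was joined last, at 0.0540. In the P-generation, the mean distance was 0.0365 between decitabine treated and vehicle-control animals and 0.0312 within the groups (exact permutation test over the 10 splits of the 5 animals, p = 0.4). In the F3-generation, it was 0.0174 between and 0.0157 within the groups (exact permutation test, p = 0.3). The mean methylation over these CpG sites was 27.67% ± 0.05 (SD, n = 3) in decitabine treated animals and 27.99% ± 0.04 (SD, n = 2) in vehicle-control animals. This difference of -0.322 percentage points was larger than the spread within either group (exact permutation test, p = 0.1, the smallest that 2 animals against 3 allow). In the F3-generation, the means were 28.16% ± 0.15 (SD, n = 3) for descendants of decitabine treated animals and 27.96% ± 0.17 (SD, n = 2) for descendants of vehicle-control animals, a difference of 0.202 percentage points (exact permutation test, p = 0.3). When all methylated reads were divided by all reads in place of averaging over CpG sites, the differences changed direction, to 0.260 percentage points in the P-generation and -0.485 percentage points in the F3-generation. On the basis of the low distances between the samples, the paper concludes that there were no large differences between the methylomes.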

## Discussion

Direct and transgenerational effects of the epigenetic drugs decitabine and vorinostat on the male germ line and fertility were addressed in our experiments. Treatment regimens were adapted from clinical use in order to enable the translation of the findings and conclusions into the human situation. The doses chosen mimic those clinically used in cancer patients. However, there is a need for further studies setting up experimental designs that address administration of different doses in order to gain more toxicological information on, an aim which was not in the scope of this study.

Apart from the analysis of the P-generation we obtained three subsequent generations by mating treated males and, subsequently, their untreated descendants to healthy females in order to analyse possible multi- and transgenerational effects.

### Direct effects of decitabine and vorinostat on the P-generation

Drug efficacy was proven by several direct effects observed after administration in the P-generation. Treatment of male mice with decitabine induced a decrease of testicular weight likely caused through the reduced diameter of seminiferous tubules and decreased epithelial height. As the proportion of haploid cells was diminished in the testes and additionally, sperm concentration and normal sperm morphology were impaired, we suggest that decitabine directly interferes with spermatogenic efficiency. This assumption is supported by an increased number of decitabine-induced DNA methylation aberrations in spermatozoa when compared to DNA isolated from blood. Previous studies corroborate our conclusion as they also described a direct effect of decitabine on spermatogenesis. Raman *et al*. (1995) already supposed that decitabine inhibits the differentiation of spermatogonia into spermatocytes as administration of decitabine to 5-days-old prepubertal mice impeded meiotic entry. Thus, they considered DNA methylation as a critical mode of gene regulation for the conversion of spermatogonia into primary spermatocytes [25]. Consistent with this, Trasler and colleagues found that decitabine had an adverse effect on sperm concentration and sperm motility. Additionally, they described a reduction of fertility, i.e. impaired fertilisation ability and a decreased survival of embryos up to the blastocyst stage [23,24]. Although our study confirms similar reproductive effects as observed in these previous studies when applying an identical experimental setting [23,24], we found the effects to be less pronounced. We speculate that such differences might be due to different capacities of the vehicle used to dissolve the substances (saline vs. DMSO), the handling of the drug suspension (fresh vs. frozen) but most likely because of the different genetic background of analysed C57BL/6 colonies.

Furthermore, prenatal treatment seems to have a similar impact on spermatogenesis as treatment of pregnant mice with decitabine on day 10 of gestation adversely affected reproductive parameters in the F1-generation as daily sperm production, pregnancy rate and testicular and epididymal weights [26].

Vorinostat administration directly resulted in smaller testes, epididymides and accessory sex glands; however, in contrast to decitabine, seminiferous tubules, semen parameters and spermatozoal DNA methylation were not altered. Thus, it can be speculated that vorinostat rather affects the reproductive tract more systemically, i.e. that a general influence acts on the endocrine regulation or on somatic components of the reproductive tract or both, an assumption which has to be followed up in future studies. So far, potential effects of vorinostat on the male reproductive system have been only sporadically investigated; i.e. in a single study analysing the effect of vorinostat on male fertility in rats. In this study, no effect on sperm parameters, mating and fertility was detected when doses up to 150 mg/kg/day were given [45]. In contrast, for another HDAC inhibitor (trichostatin-A) it was described that male fertility was hampered by an impairment of spermatogenesis [46].

### Direct effects of decitabine and vorinostat on the F1-generation

Interestingly, most of decitabine- and vorinostat-induced effects described for the P-generation were not observed in the F1-generation. As fertility of the P-generation was not affected by epigenetic drugs, we suggest this lack of effects to be due to selection of normal, healthy and normally methylated spermatozoa during fertilization.

Sperm parameters and DNA methylation measurements reflect the average of the entire sperm population of one individual male but not the individual spermatozoon. That implies, that, although decitabine treatment results in impaired sperm concentration, reduced percentage of normal sperm morphology, and aberrant DNA methylation patterns, there are still some normal, healthy sperm in the ejaculates enabling pregnancy induction. If only those are selected during oocyte fertilization, treatment with epigenetic drugs causing poor sperm parameters and aberrant DNA methylation patterns in a subset of the sperm population may not necessarily have an impact on the health state of the F1-generation.

### Absence of major transgenerational effects of decitabine and vorinostat

The F2- and F3-generations showed no major treatment-induced effects. This absence of gross transgenerational effects is likely due to erasure and renewal of epigenetic marks occurring twice during epigenetic reprogramming: in gametogenesis and after fertilisation in the early zygote. This resetting of the germ cell epigenome avoids the inheritance of acquired somatic epigenetic changes to the offspring and thereby impedes transgenerational epigenetic inheritance [47,48]. However, in contrast to our findings, some studies have already described the transmission of epigenetic effects to the F2-generation after exposure of males of the P-generation [49–51]. In addition, transgenerational effects on the male germ line have been described after treatment *in utero* with various toxic substances. These effects comprised male fertility parameters in the F3-generation, like spermatogenic cell defects and testicular abnormalities. Interestingly, some of these studies identified also sperm epimutations in the F3-generation originated from treated animals [32,33,52]. However, whether this altered sperm epigenome is caused by the same reason as the described somatic effects or induced by a different mechanism is still unclear. It can also not be fully excluded that epigenome alterations of sperm are induced—vice versa—by somatic effects. However, although treatment with different compounds was reported to result in altered gonadal morphology and function of subsequent generations, studies which analysed litter size and sex ratio barely found any impact on fertility of these animals [33,34].

Finally, it is unknown, whether aberrant spermatozoal DNA methylation occurring in treated and subsequent generations has any biological relevance for the offspring. To date no transgenerational study has provided solid evidence for associations of sperm epimutations and fertility (e.g. measured by litter size or pregnancy rate), thus, it appears that such aberrant DNA methylation patterns might not influence reproductive capability.

Nevertheless, genome-wide DNA methylation analysis of higher numbers of samples is needed in future studies to validate whether differentially methylated CpG sites which we detected are persistent also in a larger experimental cohort. As we analysed highly selected samples to optimize the readout, our RRBS results provide first hints to the existence of DNA methylation aberrations that persist in the F3-generation, but only very few of unlikely biological relevance were found.

Undoubtedly, more comprehensive RRBS studies with a higher number of sperm samples are needed as well as the validation of the positive results with an additional assay. Furthermore, additional effects on the subsequent generations should be investigated; for instance, the DNA methylation defects in the P-generation sperm might have an impact on the long term health of the F1 progeny. However, the use of additional assays as well as the analysis of further effects especially in terms of long term health of the progeny were unfeasible due to limitations in sample material in the current study design.

Finally, it should be mentioned that a lower sperm purity (caused by contamination of the sperm sample by somatic cells) can result in altered DNA methylation levels. To exclude this possibility, we measured the sperm purity of randomly chosen parental sperm samples demonstrating a high purity of these samples. As the same isolation procedure was conducted for all four generations it is very unlikely that the sperm purity differs between generations and influences the results of the conducted DNA methylation analyses.

### DMSO and non-substance related effects

Comparing the DMSO control group with untreated mice, a few DMSO related effects were detectable. Additionally, in subsequent generations derived from the DMSO control group, several effects could be observed. These are not necessarily caused by DMSO administration but could also be induced by stress (triggered by injections) [53,54] or other extrinsic factors. Therefore these effects are designated as non-substance-related effects.

Designing the current study, we standardized all factors which putatively could influence mice as much as possible in the experimental setting in order to avoid any non-substance-related effect. However, unknown extrinsic factors could still potentially impact the epigenome. In order to clarify whether effects were due to DMSO or induced by stress due to experimental handling, subsequent generations injected with saline only should be additionally analysed as this question was not in the focus of the presented study. Nevertheless, as some observed effects could be due to DMSO, the use of vehicle should be considered with caution in future experiments.

### Conclusions of the experimental work for the use of decitabine and vorinostat in clinics

Although some direct effects of treatment with decitabine and vorinostat were detectable in the P-generation, neither severe direct nor transgenerational consequences on male fertility were observed. Thus, we can rule out major adverse effects on male fertility occurring due to the administration of these drugs in our experimental setting.

Concluding from these single dose findings in mice we have found little evidence pointing to biologically relevant modifications suggesting that treatment with decitabine and vorinostat may not affect fertility in patients. However, as there are remarkable differences concerning spermatogenesis and spermatogonial stem cell systems between rodents and primates (including the human [55]), definite proof has to be conducted in patients after finishing chemotherapeutic treatment. So far, it may be advisable to suggest waiting at least 1–2 cycles before conceiving (as it is been handled for other anti-cancer agents) to exclude any residual epimutations which might be present in sperm of recently treated men.

## Supporting Information

S1 Fig Fertility parameters. (DOC) Click here for additional data file.

S1 Supporting Information PCR thermocycling conditions and Primers. (DOC) Click here for additional data file.

S2 Supporting Information Sequencing Primers. (DOC) Click here for additional data file.

S3 Supporting Information Material and Methods: Analysis of genome-wide DNA methylation levels by reduced representation bisulfite sequencing. (DOC) Click here for additional data file.

S4 Supporting Information Results: Analysis of genome-wide DNA methylation levels by reduced representation bisulfite sequencing. (DOC) Click here for additional data file.

S1 Table Information about number of total reads and uniquely mapped reads as well as bisulfite conversion efficiency per RRBS sample. 

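The reads in S1 Table and the coverage in the deposited counts measure different things, since each mapped read covers several CpG cytosines. The paper's number of uniquely mapped reads was lowest in D13 with 15354522 and highest in F3D1 with 33553796. The files held between 3.11 covered CpG cytosines per uniquely mapped read in C14 and 3.43 in F3D1. C8 had the lowest share of uniquely mapped reads, 54.8% of the paper's 28876643 total reads, and F3D1 had the highest with 63.2%. The paper's conversion efficiency lay between 99.82% in F3D7 and 99.92% in F3D1. C8 also had the fewest CpG cytosines with at least 10 reads, 1297908, whereas D13 had 1508821 at a lower summed coverage.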

(DOC) Click here for additional data file.

S2 Table Body weights, data of reproductive organs and sperm parameters of the treated P-generation. (DOC) Click here for additional data file.

S3 Table DNA methylation of blood and spermatozoa of the treated P-generation. (DOC) Click here for additional data file.

S4 Table Body weights, data of reproductive organs, sperm parameters and DNA methylation of the F1-generation. (DOC) Click here for additional data file.

S5 Table Body weights, data of reproductive organs and sperm parameters of DMSO treated control group and subsequent generations. (DOC) Click here for additional data file.

S6 Table DNA methylation of blood and spermatozoa of the DMSO treated control group and subsequent generations. (DOC) Click here for additional data file.

S7 Table Body weights, data of reproductive organs and sperm parameters of the F2- and F3-generations. (DOC) Click here for additional data file.

S8 Table DNA methylation of blood and spermatozoa of the F2- and F3-generations. (DOC) Click here for additional data file.

S9 Table Differentially methylated CpGs between decitabine treated and control animals from parental generation which persist in F3 generation. 

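S9 Table lists 50 CpG sites with their methylation difference and q-value in each generation, and the promoter, first intron or exon of a gene where the CpG site lies in one. At 46 of these CpG sites in the P-generation and at 49 in the F3-generation, the Benjamini-Hochberg q-value from the deposited counts was under 0.01. A group of 4 neighbouring CpG sites of the table lies on chromosome 6 outside any gene annotated in GENCODE, within the sequence from 143410253 to 143410314 of mm10, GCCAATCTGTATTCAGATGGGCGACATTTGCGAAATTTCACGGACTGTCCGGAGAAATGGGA. At the 4 CpG sites the difference between decitabine treated and vehicle-control animals lay between -29.0 and -26.9 percentage points in the P-generation. The difference in the F3-generation lay between -38.1 and -35.1 percentage points. In both generations, all 3 animals of the decitabine group were below both animals of the vehicle-control group at each of the 4 CpG sites. At the CpG site in the centre of this sequence, C8 had 57.89% methylation (57 reads) and C14 had 24.32% (37 reads), so that the group difference rested largely on C8. Leaving out each P-generation animal in turn changed the difference there to between -40.1 and -6.52 percentage points.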

(XLS) Click here for additional data file.

# Supplementary material for: Direct but No Transgenerational Effects of Decitabine and Vorinostat on Male Fertility
**Source:** PLoS One. 2015 Feb 18;10(2):e0117839. doi: 10.1371/journal.pone.0117839
**Supplement:** S1 Fig

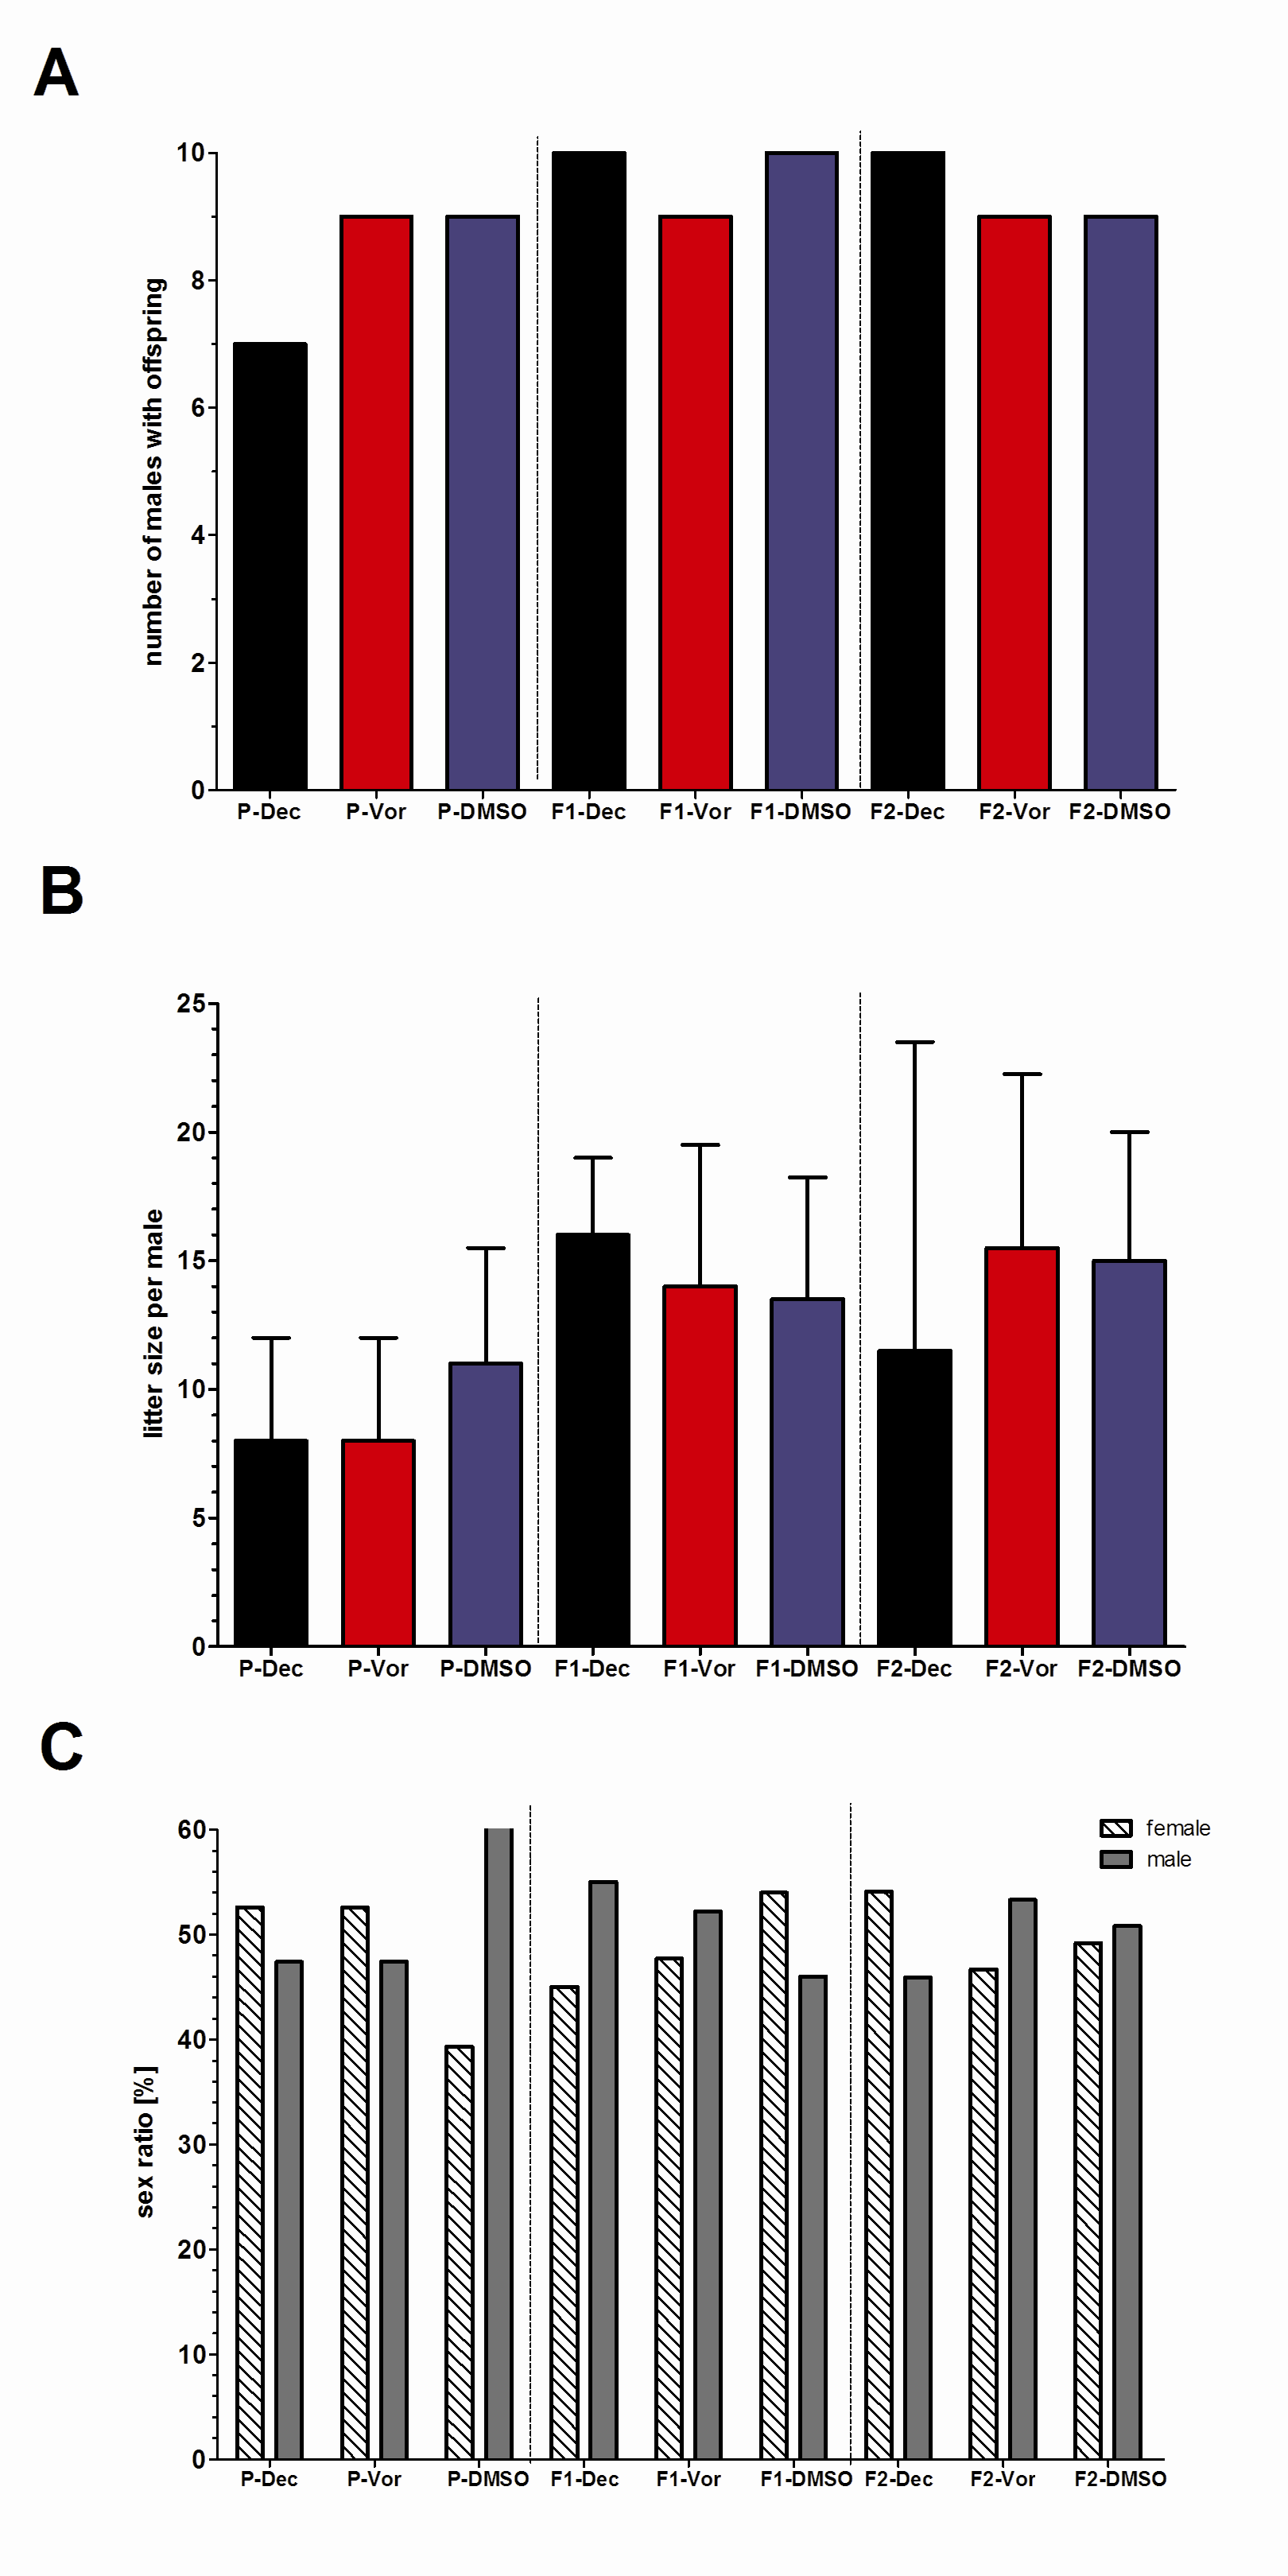

**Figure S1**: **Fertility parameters.** A) Number of males with offspring, B) litter size per male and C) sex ratio. Data are shown as A) absolute number, B) median with interquartile range and C) percentage of all pups per group.

# Supplementary material for: Direct but No Transgenerational Effects of Decitabine and Vorinostat on Male Fertility
**Source:** PLoS One. 2015 Feb 18;10(2):e0117839. doi: 10.1371/journal.pone.0117839
**Supplement:** S1 Supporting Information

**Supporting Information**

***Supporting Information S1***

*PCR thermocycling conditions and Primers*

*a) PCR thermocycling conditions*

PCR mixture (20 µl) for *IAPs*: 1x PCR Reaction Buffer (Roche Applied Sciences, Mannheim, Germany), 200 µM of each dNTP (Roche Applied Sciences, Mannheim, Germany), 2 U FastStart Taq DNA Polymerase (Roche Applied Sciences, Mannheim, Germany), 1 µl of each primer (eurofins mwg, Ebersberg, Germany), 3 µl bisulfite converted DNA. For *Lit1, Mest, Dazl, Abt1, Tcf3, H19, Snrpn* and *Oct4* the reaction mixture comprised: 1x PyroMark PCR Master Mix (Qiagen, Hilden, Germany), 1 µl of each primer (eurofins mwg, Ebersberg, Germany), 3 µl bisulfite converted DNA.

Thermocycling conditions were for *IAPs*: 5 min 95 °C, 35 cycles (30 sec 96 °C; 30 sec 55 °C; 60 sec 72 °C), 7 min 72 °C and 5 min 95 °C, 30 cycles (30 sec 96 °C; 30 sec 61 °C; 30 sec 72 °C), 7 min 72 °C; for *Lit1, Mest, Dazl, Abt1* and *Tcf3*: 15 min 95 °C, 45 cycles (30 sec 95 °C, 30 sec 56 °C, 30 sec 72 °C); 10 min 72 °C; for *H19, Snrpn* and *Oct4*: 15 min 95 °C, 20 cycles (30 sec 95 °C, 30 sec 56 °C, 30 sec 72 °C); 10 min 72 °C and 15 min 95 °C, 35 cycles (30 sec 95 °C, 30 sec 56 °C, 30 sec 72 °C); 10 min 72 °C.

*b) PCR Primers*

*H19*_fwd_out: 5’-AAATTTTAATTTTGGTTGTTTTTGG-3’ (20 pmol/µl)

*H19*_rev_out: 5’-AATCAATTAAAAAAATAATAAAACCC-3’ (20 pmol/µl)

*H19*_fwd_in: 5’-TGGTTGTTTTTGGAATATAATGTT-3’ (20 pmol/µl)

*H19*_rev_in: 5’-biotin -AAAAACAAAACACCTATACCCTTC-3’ (20 pmol/µl)

*LIT1*_fwd: 5´-GTTGGTTATATAGGGTTATAAAGTTTAGGG–3´ (20 pmol/µl)

*LIT1*_rev: 5´-biotin–ATCCCAAAATAAATAACCTAAAACACC-3´ (20 pmol/µl)

*SNRPN*_fwd_out: 5’-TTGGTAGTTGTTTTTTGGTAGGAT-3’ (20 pmol/µl)

*SNRPN*_rev_out: 5’-ATAAACCCAAATCTAAAATATTTTAATCA-3’ (20 pmol/µl)

*SNRPN*_fwd_in: 5’-biotin-TTGGTAGTTGTTTTTTGGTAGGAT-3’ (20 pmol/µl)

*SNRPN*_rev_in: 5’-TAAAATACACTTTCACTACTAAAATCCAC-3’ (20 pmol/µl)

*MEST_*fwd: 5´-AGGTGTTGGTATTTTTAGTGTTAG -3`(20 pmol/µl)

*MEST*_rev: 5´-biotin-CCTCTCTTCCAAACCTAATTTACTACAACT-3`(20 pmol/µl)

*DAZL*_fwd: 5’-GGTAAAATTTAGAAGGTGGAGTAGAAGT-3’ (20 pmol/µl)

*DAZL*_rev: 5´-biotin-AACCAACCACCCACAATCATCC-3’ (20 pmol/µl)

*Oct4*_fwd_out: 5’-TTGAGTGGGTTGTAAGGATAGG-3’ (20 pmol/µl)

*Oct4*_rev_out: 5’- AAAAAATTTCACCTCTCCCTCC-3’ (20 pmol/µl)

*Oct4*_fwd_in: 5’-GTAGGGGTGAGAGGATTTTGAA-3’ (20 pmol/µl)

*Oct4*_rev_in: 5’-biotin-CCACCCTCTAACCTTAACCTCT-3’ (20 pmol/µl)

*IAPs_*fwd_out: 5´-GGT TAG GAA GAA TAT WAT AGA TTA GAA TTT-3`(20 pmol/µl)

*IAPs*_rev_out: 5´-TTC TCT ACT CCA TAT ACT CTA CCT T-3`(20 pmol/µl)

*IAPs_*fwd_in: 5´-GTG TTA TTT TTT GAT TGG TTG TAG TT-3`(20 pmol/µl)

*IAPs*_rev_in: 5´-biotin-TTC TCT ACT CCA TAT ACT CTA CCT-3`(20 pmol/µl)

*Abt1_*fwd: 5´-GGGATGTTTATTGTGTTTGGTTTATAGATT-3`(20 pmol/µl)

*Abt1*_rev: 5´-biotin- CCTTACTATACTTAACTCCCTTCTTTC-3`(20 pmol/µl)

*Tcf3_*fwd: 5´-TGGGGGTTGGTTGTTTATT -3`(20 pmol/µl)

*Tcf3*_rev: 5´-biotin-CCCCCTAAAAAACCTTATAATAACCCTA-3`(20 pmol/µl)

# Supplementary material for: Direct but No Transgenerational Effects of Decitabine and Vorinostat on Male Fertility
**Source:** PLoS One. 2015 Feb 18;10(2):e0117839. doi: 10.1371/journal.pone.0117839
**Supplement:** S2 Supporting Information

***Supporting Information S2***

*Sequencing Primers*

*H19*_seq: 5’-TTTAAGATGATAGTTATTAG-3’ (25 pmol/µl)

*LIT1*_seq: 5´-ATTAGATTAGGTTTTAGTTTTAGTG-3´ (25 pmol/µl)

*MEST*_seq: 5´-ATTTATTGTAGTTTTTTGGTTTAA -3´ (25 pmol/µl)

*SNRPN*_seq: 5’-TCCCAAACAATAACTA-3’ (25 pmol/µl)

*DAZL*_seq: 5’-AAGGTGGAGTAGAAGTTA-3’ (25 pmol/µl)

*Oct4*_seq: 5´-GTTTGGAAGATATAGGTAGA-3´ (25 pmol/µl)

*IAPs*_seq: 5´-ATT TTT TGA TTG GTT GTA GTT TA-3´ (25 pmol/µl)

*Abt1*_seq: 5´-TGTGTTTGGTTTATAGATTATTT-3´ (25 pmol/µl)

*Tcf3*_seq: 5´-GTTTATTTGGTTGGAGTT-3´ (25 pmol/µl)

# Supplementary material for: Direct but No Transgenerational Effects of Decitabine and Vorinostat on Male Fertility
**Source:** PLoS One. 2015 Feb 18;10(2):e0117839. doi: 10.1371/journal.pone.0117839
**Supplement:** S3 Supporting Information

***Supporting Information S3***

*Material and Methods:*

*Analysis of genome-wide DNA methylation levels by reduced representation bisulfite sequencing*

A total of 100 ng DNA was used for reduced representation bisulfite sequencing (RRBS) library preparation using a published protocol with minor modifications (Smith et al, 2009). Briefly, genomic DNA was digested with MspI (NEB, Ipswich, MA, USA), end-repaired and A-tailed with the Klenow-fragment (3'→5' exo-) enzyme (NEB, Ipswich, MA, USA), and ligated using concentrated T4-DNA ligase (NEB, Ipswich, MA, USA) with Illumina TruSeq adapters (Illumina Inc., San Diego, CA). Fragments in a range of 40 to 280 bps insert size were purified from a SYBR gold (Invitrogen) pre-stained agarose gel (NuSieve 3:1 Agarose, Lonza, Allenda, NJ, USA). Libraries were bisulfite converted using the EZ DNA Methylation™ Kit (ZymoResearch, Irvine, CA, USA) and amplified using PfuTurboCx polymerase (Agilent, Santa Clara, CA, USA). The libraries were sequenced on an HiScanSQ instrument (Illumina Inc., San Diego, CA) with version 3 sequencing chemistry. Libraries were spiked during sequencing with 45% PhiX DNA to counteract the imbalance in nucleotide representation. Basecalls were performed using on-instrument real time analysis (RTA) on an Illumina HiScan-SQ. CASAVA version 1.8.2 was used to demultiplex the samples using the inherent TruSeq barcode and export raw sequencing data in fastq format.

Illumina paired-end adapter sequences and 3'-MspI-sites were removed using Trim Galore! version 0.3.3 with implemented Cutadapt version 1.1 The reads were mapped to mouse genome (mm10) which had been retrieved together with RefSeq gene annotation from the University of California Santa Cruz Genome Browser database. Methylation calls from Bismark were extracted with the Bismark methylation_extractor script. We calculated the conversion rate of all non-CpG cytosine positions from the Bismark methylation_extractor output. All samples had a good conversion rate of at least 99.8% of all non-CpG cytosine positions being converted to uracil (Table S1). Sequencing data can be downloaded from NCBI Gene Expression Omnibus (GEO) platform (GSE59575) [Reviewer link: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=mrsdmimgxxebtgx&acc=GSE59575].

We utilized methylKit to determine differentially methylated cytosines on single CpG resolution. We limited the analysis to CpG sites with a Coverage of at least 10 reads. Within methylKit we combined forward and reverse methylation calls from the same CpG methylation unit using the option destrand=TRUE. Cytosines were identified to be differentially methylated if the methylation difference between two groups was at least 25 percent and the qvalue was at least 0.01.

# Supplementary material for: Direct but No Transgenerational Effects of Decitabine and Vorinostat on Male Fertility
**Source:** PLoS One. 2015 Feb 18;10(2):e0117839. doi: 10.1371/journal.pone.0117839
**Supplement:** S4 Supporting Information

***Supporting Information S4***

*Results:*

*Analysis of genome-wide DNA methylation levels by reduced representation bisulfite sequencing*

We compared the difference in DNA methylation between decitabine treated and vehicle control animals. During the analysis with methylKit 922,295 CpG sites from parental data set and 1,047,534 CpG sites from the F3 data set were included. 

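With at least 10 reads per strand and the strands merged, the deposited counts gave 922295 CpG sites covered in all 5 animals of the P-generation and 1047534 CpG sites covered in all 5 animals of the F3-generation. Both generations shared 891551 of them. Applying the minimum after the strands had been merged gave 934227 CpG sites in the P-generation. Raising it to 20 reads changed the number most among the coverage minimums, to 626500.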

When we compared decitabine treated mice to vehicle controls, we found a total of 6,821 CpG sites to be differentially methylated. In detail, 3,543 CpG sites were hypomethylated, while 3,278 were found to be hypermethylated in decitabine treated mice.

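The hypermethylated and hypomethylated CpG sites with the largest differences were examined among those with at least 20 reads in each of the 5 animals and with all decitabine treated animals beyond both vehicle-control animals. A total of 2606 CpG sites met these conditions. The largest decrease, by -54.4 percentage points (q = 3.90e-28), was found on chromosome 3 at position 88536475 of mm10, in a coding exon of Mex3a. The surrounding reference sequence from 88536445 to 88536506 is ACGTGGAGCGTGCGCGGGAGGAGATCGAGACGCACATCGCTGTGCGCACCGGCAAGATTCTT. Its methylation was 17.96% ± 4.10 (SD, n = 3) in decitabine treated animals and 73.84% ± 15.52 (SD, n = 2) in vehicle-control animals, with 79 to 116 reads per animal. The 95% Wilson intervals of the animals nearest to each other, D10 (15.52% to 31.57%) and C14 (53.31% to 71.49%), were separate. These intervals treat reads as independent and do not cover variation between animals or libraries. Within 1000 bp of it, 9 of 18 tested CpG sites were differentially methylated, all with lower methylation in decitabine treated animals. Other large decreases were found in coding exons of Arhgef18 on chromosome 8 at 3452025 (-53.9 percentage points) and of Egln2 on chromosome 7 at 27165478 (-52.7 percentage points). The largest increase, by 52.8 percentage points (q = 8.90e-07), was found outside annotated genes on chromosome 13 at 65309075. Methylation there was 84.55% ± 14.70 (SD, n = 3) in decitabine treated animals and 28.26% ± 39.97 (SD, n = 2) in vehicle-control animals, and it was 0% in C8, where 22 reads could show 13.64% or more. An increase by 50.5 percentage points lay in an intron of Hunk on chromosome 16 at 90483385. Leaving out each P-generation animal in turn changed the increase to between 25.2 and 81.7 percentage points on chromosome 13 and between 37.9 and 69.5 at Hunk. The decreases then ranged from -66.9 to -45.0 percentage points at Mex3a (position 88536475), from -70.9 to -33.4 at Arhgef18 and from -60.2 to -47.1 at Egln2. With an overdispersion term for each CpG site, the q-value was 1 at all of these CpG sites. With 2 animals against 3, hardly any CpG site could pass that test, so these q-values decide nothing.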

Next, we investigated if these changes in DNA methylation persist or disappear in the F3 generation. 

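Of the 6644 differentially methylated CpG sites of the P-generation, 6102 were covered by at least 10 reads in all 5 animals of the F3-generation. Decitabine treated animals had higher methylation at 2894 and lower methylation at 3208 of them. The number of P-generation CpG sites that entered this comparison followed the number of differentially methylated CpG sites and so moved most when C14 was left out, where 41781 CpG sites were called in the P-generation.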

In total 6,261 CpG sites out of 6,821 CpG sites which were found to be differentially methylated in the parental mice, were covered in the F3 comparsion as well. Therefore, we evaluated the difference in DNA methylation between decitabine treated mice and vehicle control mice in the F3 generation at these sites. 

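At the 6102 CpG sites, the difference between the decitabine and vehicle-control groups of the F3-generation was under 10 percentage points at 69.3%, and it was at least 25 percentage points at 132. The direction of the P-generation was kept at 2855 of the 6085 CpG sites with a difference other than 0 (46.9%). When CpG sites within 1000 bp were grouped into clusters, only the first CpG site of each cluster was counted. It kept the direction in 2231 of 4780 clusters (exact binomial test against 50%, p = 4.50e-06), which is below 50%. The share moved most when F3C9 was left out, where 52.6% of the CpG sites kept the direction. It was also above 50% without C14 (52.1%), and it fell to 41.8% without C8. With every sample thinned to the coverage of the shallowest sample, it was 49.6% (exact binomial test on clusters, p = 0.418). Without D11 it was 49.9% (exact binomial test on clusters, p = 0.787). All clusters come from the same animals and are not independent, so the share below 50% depended on single animals. The change of the group difference between the generations was tested itself as an interaction in the logistic model, and it had a Benjamini-Hochberg q-value under 0.01 at 4275 CpG sites (70.1%). The interaction test pooled the reads of each group, as the test within each generation did, and the CpG sites had been selected by their difference in the P-generation. In the paper, the small number of CpG sites past the thresholds in the F3-generation is the basis for stating that the majority was no longer differentially methylated.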

Surprisingly, we observed that the vast majority was not found to be differentially methylated any more. 

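Of the 46 CpG sites that were differentially methylated in both generations in the same direction, 31 had higher and 15 had lower methylation in the decitabine groups. When the q-value threshold was set to 0.05, 87 CpG sites remained, and with every sample thinned to the coverage of the shallowest sample, 20 remained. Without C8, 8 CpG sites remained in the same direction.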

In detail, 17 sites remained hypomethylated between decitabine treated animals and vehicle controls, while 33 sites remained hypermethylated. Table S9 shows a list of these differentially methylated CpG sites.

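S9 Table assigns 11 of its CpG sites to a gene, of which 3 had lower and 8 had higher methylation in the decitabine groups. The CpG site in a UTR of Dok3, on chromosome 13 at 55523350 of mm10, had 6.87% ± 5.16 methylation (SD, n = 3) in decitabine treated animals and 32.45% ± 1.24 (SD, n = 2) in vehicle-control animals. In the F3-generation its methylation was 15.48% ± 6.70 (SD, n = 3) in the decitabine group and 47.22% ± 3.93 (SD, n = 2) in the vehicle-control group. It was covered by 30 to 81 reads per animal, and the reference sequence from 55523320 to 55523381 is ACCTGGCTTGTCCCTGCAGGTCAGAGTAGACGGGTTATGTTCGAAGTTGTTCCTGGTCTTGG. At the CpG site in an intron of Kctd1, on chromosome 18 at 15132382, methylation was 78.35% ± 7.95 (SD, n = 3) after decitabine and 30.71% ± 19.85 (SD, n = 2) in vehicle-control animals. The F3-generation had 66.09% ± 21.00 (SD, n = 3) in the decitabine group and 35.25% ± 16.86 (SD, n = 2) in the vehicle-control group, and the groups overlapped. The CpG site on chromosome 11 at 32227845, in a coding exon of Mpg, differed by 32.6 percentage points in the P-generation and by 30.0 percentage points in the F3-generation. In the F3-generation this difference rested on F3C9 with 37.84% methylation, whereas F3C30 had 100%, and without F3C9 the difference was -0.680 percentage points. In the P-generation, all decitabine treated animals lay beyond both vehicle-control animals at 3 of the 3 CpG sites with lower methylation and at 6 of the 8 with higher methylation. In both generations this held for 3 of 3 and 3 of 8.

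**Figure D3:**
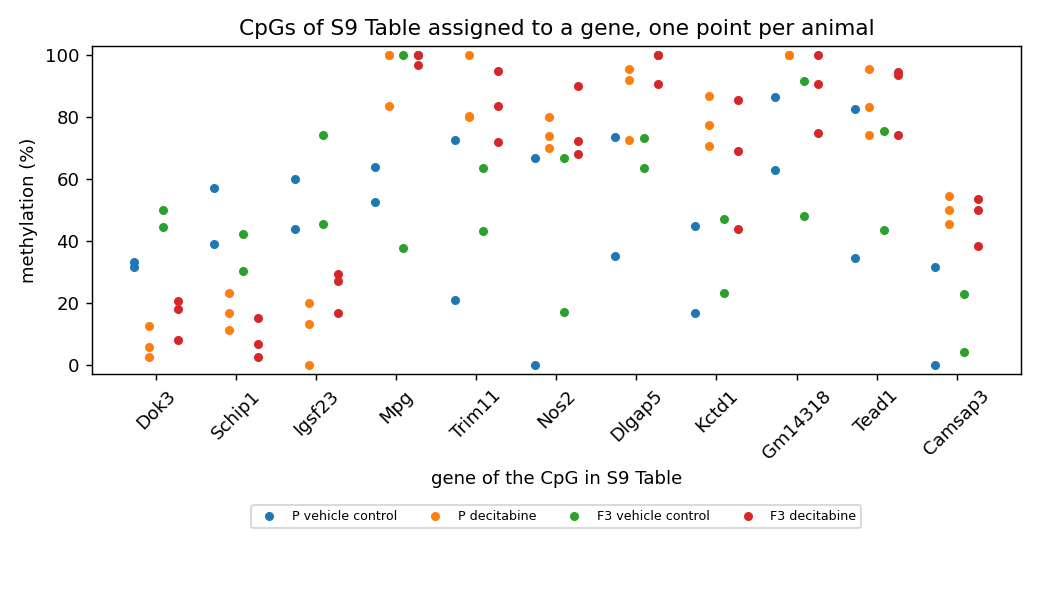
Methylation in percent (vertical axis) at the 11 CpG sites that S9 Table assigns to a gene (horizontal axis), with 1 point per animal and 1 colour per group and generation. At Dok3 all decitabine animals lie below all vehicle-control animals in both generations, whereas at Mpg 1 vehicle-control animal of the F3-generation (37.84%) lies apart from the rest of its generation.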

# Supplementary material for: Direct but No Transgenerational Effects of Decitabine and Vorinostat on Male Fertility
**Source:** PLoS One. 2015 Feb 18;10(2):e0117839. doi: 10.1371/journal.pone.0117839
**Supplement:** S1 Table

***Table S1: Information about number of total reads and uniquely mapped reads as well as bisulfite conversion efficiency per RRBS sample.***

| **Sample_ID** | **C8** | **C14** | **D10** | **D11** | **D13** | **F3C9** | **F3C30** | **F3D1** | **F3D7** | **F3D31** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Total reads** | 28876643 | 40024897 | 32893023 | 30266309 | 26333900 | 42551526 | 37222786 | 53102703 | 32778038 | 32469044 |
| **Uniquely mapped reads** | 15818736 | 23402402 | 19714910 | 18763186 | 15354522 | 25407864 | 21922051 | 33553796 | 19668875 | 19941516 |
| **Conversion efficiency [%]** | 99.87 | 99.90 | 99.88 | 99.87 | 99.90 | 99.88 | 99.88 | 99.92 | 99.82 | 99.87 |

# Supplementary material for: Direct but No Transgenerational Effects of Decitabine and Vorinostat on Male Fertility
**Source:** PLoS One. 2015 Feb 18;10(2):e0117839. doi: 10.1371/journal.pone.0117839
**Supplement:** S2 Table

**Table S2**: **Body weights, data of reproductive organs and sperm parameters of the treated P-generation.** Data are shown as mean (± SEM) and median (with range). Statistical differences were calculated for decitabine and vorinostat in comparison to DMSO vehicle control and for DMSO vehicle control in comparison to untreated control group (shown as p-value). Significant direct effects of decitabine, vorinostat and DMSO treatment are marked in grey.

| **P-generation** | **decitabine**  **(n = 17)** | **vorinostat**  **(n = 17)** | **DMSO control**  **(n = 16)** | **untreated control**  **(n = 12)** |
| --- | --- | --- | --- | --- |
| **Body weight [g]** | 24.94 (± 0.41) 25 (22 - 29) p = 0.80 | 24.76 (± 0.44) 25 (21 - 27) p = 0.99 | 24.88 (± 0.35) 24.5 (23 - 29) p = 0.09 | 26 (± 0.54) 26 (23 – 29) |
| **Testes weight [mg]** | 149.9 (± 4.37) 156.2 (122.5 - 172.4) p = 0.0001 | 163.5 (± 6.12) 170.8 (114 - 196.1) p = 0.017 | 184.4 (± 5.94) 183.6 (125 - 211) p = 0.95 | 187.3 (± 4.13) 186.2 (164.5 - 213.9) |
| **Testes weight/body weight [mg/g]** | 6.027 (± 0.19) 6.22 (4.72 - 7.5) p = 0.0003 | 6.62 (± 0.24) 6.48 (4.22 - 8.22) p = 0.014 | 7.46 (± 0.29) 7.505 (4.31 - 8.79) p = 0.31 | 7.23 (± 0.19) 7.075 (6.52 - 8.91) |
| **ASG weight [mg]** | 219 (± 10.68) 213.2 (132.2 - 296.3) p = 0.82 | 177.9 (± 6.55) 176.3 (137.3 - 229) p = 0.006 | 210.2 (± 10.35) 218.3 (119.4 - 283) p = 0.20 | 188.7 (± 12.98) 206 (106.2 – 244.3) |
| **Epididymides weight [mg]** | 81.93 (± 2.49) 81.1 (63.3 - 100.3) p = 0.26 | 77.3 (± 3.05) 75.6 (65.2 - 112.2) p = 0.014 | 86.61 (± 2.74) 85.75 (71 - 114.1) p = 0.69 | 83.55 (± 3.05) 84.75 (57.8 – 95.5) |
| **Diameter of sem.tubules [µm]** | 163.7 (± 3.47) 159.7 (136.3 - 188.4) p = 0.013 | 169.7 (± 6.67) 172 (115.5 - 214.3) p = 0.17 | 183 (± 6.56) 183.9 (131 - 224.4) p = 0.79 | 185.4 (± 5.04) 186 (144.1 - 207.3) |
| **Height of sem.epithelium [µm]** | 44.94 (± 1.29) 44.14 (31.94 - 53.86) p = 0.004 | 46.58 (± 2.27) 47.1 (30.04 - 66.34) p = 0.06 | 51.49 (± 1.85) 51.93 (34.7 - 62.52) p = 0.50 | 50.3 (± 1.54) 50.98 (37.65 - 56.2) |
| **Diameter of sem.lumen [µm]** | 73.87 (± 2.18) 73.05 (56.84 - 92.36) p = 0.31 | 76.54 (± 2.75) 78.7 (55.19 - 97.64) p = 0.53 | 80.02 (± 3.70) 82.95 (53.81 - 109.9) p = 0.42 | 84.8 (± 2.47) 84.1 (68.77 - 98.02) |
| **Composition of testes: HC [%]** | 8.059 (± 0.38) 8 (3 - 16) p = 0.75 | 8.118 (± 0.44) 8 (3 - 14) p = 0.75 | 7.84 (± 0.39) 7.5 (4 - 13) p = 0.48 | 8.29 (± 0.44) 8 (5 - 12) |
| **Composition of testes: 1C [%]** | 59.62 (± 1.06) 60.5 (47 - 78) p = 0.002 | 61.21 (± 0.99) 62 (41 - 70) p = 0.18 | 62.78 (± 0.79) 63.5 (49 - 69) p = 0.76 | 63.63 (± 0.57) 64 (60 - 71) |
| **Composition of testes: 2C [%]** | 11.85 (± 0.35) 12 (8 - 16) p = 0.003 | 11.18 (± 0.38) 11 (9 - 18) p = 0.12 | 10.38 (± 0.37) 10 (8 - 16) p = 0.56 | 10.42 (± 0.31) 10 (8 - 13) |
| **Composition of testes: 4C [%]** | 20.41 (± 0.72) 20 (7 - 30) p = 0.08 | 19.56 (± 0.7) 19 (11 - 32) p = 0.71 | 19.09 (± 0.55) 19 (14 - 28) p = 0.12 | 17.79 (± 0.53) 18 (14 - 23) |
| **Efficiency of spermatogenesis [%]** | 0.97 (± 0.01) 0.98 (0.92 - 1) p = 0.59 | 0.98 (± 0.005) 0.98 (0.94 - 1) p = 0.19 | 0.96 (± 0.006) 0.96 (0.92 - 1) p = 0.54 | 0.97 (± 0.007) 0.97 (0.92 - 1) |
| **Sperm concentration [mill/ml]** | 22.1 (± 1.84) 21 (12.75 - 39.5) p = 0.045 | 24.04 (± 1.36) 23.25 (16.25 - 34.7) p = 0.11 | 29.33 (± 2.99) 27.25 (14.25 - 57) p = 0.47 | 26.33 (± 2.41) 25.45 (13.8 – 46.1) |
| **Progressive sperm motility [%]** | 50.24 (± 2.02) 52.25 (29.5 - 60) p = 0.48 | 55.54 (± 1.51) 55.5 (46.5 - 65.25) p = 0.20 | 52.72 (± 1.3) 54 (44.5 - 60.75) p = 0.024 | 45.85 (± 2.23) 48.13 (33 - 55.75) |
| **Sperm vitality [%]** | 69.18 (± 1.55) 70.5 (55.25 - 79.25) p = 0.56 | 68.75 (± 1.67) 69 (58 - 78.75) p = 0.46 | 70.48 (± 1.58) 71.13 (58.25 - 78) p = 0.38 | 68.29 (± 1.89) 67.25 (59 - 78.5) |
| **Normal sperm morphology [%]** | 51.21 (± 2.16) 49.5 (26.5 - 64.5) p = 0.024 | 58.32 (± 1.76) 57.5 (48.5 - 73) p = 0.75 | 58.5 (± 2.21) 59 (42.5 - 70) p = 0.15 | 63.63 (± 1.43) 64 (54 - 72) |
| **DNA fragmentation [%]** | 3.44 (± 0.74) 2.58 (1.13 - 12.72) p = 0.41 | 2.74 (± 0.35) 2.42 (1.6 - 7.82) p = 0.71 | 3.22 (± 0.96) 2.3 (1.06 - 17.48) p = 0.26 | 2.87 (± 0.85) 1.97 (1.41 – 12.1) |

# Supplementary material for: Direct but No Transgenerational Effects of Decitabine and Vorinostat on Male Fertility
**Source:** PLoS One. 2015 Feb 18;10(2):e0117839. doi: 10.1371/journal.pone.0117839
**Supplement:** S3 Table

**Table S3: DNA methylation of blood and spermatozoa of the treated P-generation.** Data are shown as mean [%] (± SEM) and median [%] (with range). Statistical differences were calculated for decitabine and vorinostat in comparison to DMSO vehicle control and for DMSO vehicle control in comparison to untreated control group (shown as p-value and marked in grey).

| **P-generation** | **decitabine**  **(n = 17)** | **vorinostat**  **(n = 17)** | **DMSO control**  **(n = 16)** | **untreated control**  **(n = 12)** |
| --- | --- | --- | --- | --- |
| **Blood** |  |  |  |  |
| ***IAPs*** | 95.09 (± 0.15) 95.13 (94 - 96.5) p = 0.104 | 95.41 (± 0.20) 95.5 (93.5 - 96.75) p = 0.80 | 95.42 (± 0.21) 95.75 (93.5 - 96.25) p = 0.0103 | 96.13 (± 0.085) 96.13 (95.75 - 96.5) |
| ***Mest*** | 48.78 (± 0.84) 48.5 (43.5 - 55.5) p = 0.16 | 47.82 (± 0.57) 48 (44 - 52) p = 0.45 | 47.07 (± 0.51) 47 (44 - 50.5) p = 0.54 | 48.15 (± 1.01) 47.75 (43.5 - 53.5) |
| ***Lit1*** | 59.35 (± 0.91) 58.67 (53.67 - 69) p = 0.17 | 57.94 (± 0.75) 57.67 (50.33 - 65) p = 0.57 | 57.24 (± 1.07) 57.67 (50 - 67.33) p = 0.51 | 58.17 (± 1.18) 56.83 (55.67 - 68) |
| ***Snrpn*** | 42.22 (± 0.66) 41.5 (38 - 47) p = 0.55 | 44.26 (± 0.81) 44.5 (38 - 50) p = 0.03 | 41.67 (± 0.71) 41 (37.5 - 47.5) p = 0.98 | 41.25 (± 0.63) 41.25 (38.5 - 44.5) |
| ***H19*** | 58.13 (± 1.46) 59 (42.67 - 66) p = 0.57 | 59.24 (± 1.78) 60 (41.33 - 71) p = 0.94 | 59.98 (± 1.20) 59 (52.33 - 68.33) p = 0.74 | 60.3 (± 2.23) 63.83 (46.67 - 67.33) |
| ***Dazl*** | 95.04 (± 0.23) 95 (93.33 - 96.67) p = 0.84 | 95.22 (± 0.20) 95.33 (93.67 - 96.67) p = 0.35 | 95.02 (± 0.20) 95.33 (93.67 - 96.33) p = 0.13 | 95.43 (± 0.12) 95.5 (94.67 - 96) |
| ***Oct4*** | 68.6 (± 0.86) 67.5 (65 - 75.5) p = 0.45 | 68.79 (± 0.55) 68.5 (64.5 - 72.5) p = 0.71 | 68.97 (± 0.82) 68 (63.5 - 73.5) p = 0.04 | 66.2 (± 1) 65.75 (63 - 73.5) |
| ***Abt1*** | 97 (± 0.07) 97.13 (96.5 - 97.25) p = 0.14 | 96.91 (± 0.21) 97 (93.75 - 97.75) p = 0.23 | 97.05 (± 0.21) 97.25 (94.75 - 97.75) p = 0.38 | 97.1 (± 0.09) 97 (96.75 - 97.5) |
| ***Tcf3*** | 86.38 (± 0.71) 86.5 (81.25 - 91) p = 0.0002 | 90.9 (± 0.97) 92 (76.75 - 94.75) p = 0.6 | 90.93 (± 0.70) 90.75 (83 - 95.25) p = 0.81 | 91.31 (± 0.61) 92.25 (89 - 93.5) |
| **Sperm** |  |  |  |  |
| ***IAPs*** | 88.1 (± 0.31) 88.25 (86 - 90.75) p = 0.188 | 87.84 (± 0.55) 87.5 (83.25 - 91.75) p = 0.59 | 87.48 (± 0.34) 87.5 (86 - 91) p = 0.37 | 88 (± 0.47) 87.63 (86 - 90.5) |
| ***Mest*** | 17.32 (± 1.2) 17 (7.5 - 28) p = 0.104 | 16 (± 1.69) 13.5 (7 - 31.5) p = 0.94 | 14.97 (± 1.05) 14.25 (10.5 - 25) p = 0.55 | 16.54 (± 1.6) 15.25 (11 - 29) |
| ***Lit1*** | 23.98 (± 1.6) 22.67 (13.33 - 38.33) p = 0.35 | 23.67 (± 2.24) 22 (8.333 - 44) p = 0.73 | 21.94 (± 1.6) 20.17 (13.33 - 36.67) p = 0.87 | 22.14 (± 2.06) 20.5 (13.67 - 34) |
| ***Snrpn*** | 14.68 (± 1.08) 13.5 (8.5 - 25) p = 0.05 | 14.35 (± 1.60) 12.5 (6 - 31) p = 0.34 | 11.91 (± 0.93) 10.75 (7 - 19.5) p = 0.55 | 12.92 (± 1.2) 12 (8 - 21) |
| ***H19*** | 81.78 (± 1.15) 83.33 (70 - 87.67) p = 0.0009 | 83.8 (± 1.15) 85.33 (74 - 90.67) p = 0.11 | 86.73 (± 0.61) 87 (83 - 91) p = 0.07 | 83.94 (± 1.26) 84.83 (71 - 88) |
| ***Dazl*** | 31.9 (± 2.62) 29 (20 - 63.33) p = 0.024 | 27.37 (± 2.40) 25.33 (10 - 45.67) p = 0.53 | 25.25 (± 1.57) 23.83 (18.33 - 38.67) p = 0.94 | 26.53 (± 2.5) 24 (15.67 - 41.67) |
| ***Oct4*** | 31.06 (± 2.63) 29 (13.5 - 56.5) p = 0.63 | 36.29 (± 3.22) 31.5 (16.5 - 63) p = 0.44 | 31.88 (± 1.85) 30.75 (19 - 49) p = 0.95 | 32.79 (± 3.33) 29.25 (21.5 - 58) |
| ***Abt1*** | 66.54 (± 1.27) 67 (56 - 77.25) p < 0.0001 | 79.56 (± 1.02) 79 (73 - 88.5) p = 0.87 | 79.16 (± 0.56) 78.88 (76.25 - 84.5) p = 0.53 | 79.63 (± 0.76) 79.75 (75.25 - 85) |
| ***Tcf3*** | 51.12 (± 0.51) 51.25 (48 - 56.5) p < 0.0001 | 68.53 (± 0.61) 68.5 (64 - 72.25) p = 0.31 | 69.55 (± 0.49) 69.25 (65.75 - 73.75) p = 0.16 | 68.98 (± 1.19) 67.75 (65 - 80.25) |

# Supplementary material for: Direct but No Transgenerational Effects of Decitabine and Vorinostat on Male Fertility
**Source:** PLoS One. 2015 Feb 18;10(2):e0117839. doi: 10.1371/journal.pone.0117839
**Supplement:** S4 Table

**Table S4**: **Body weights, data of reproductive organs, sperm parameters and DNA methylation of the F1-generation.** Data are shown as mean (± SEM) and median (with range). Statistical differences were calculated for decitabine and vorinostat in comparison to DMSO vehicle control (shown as p-value). Significant direct effects of the decitabine and vorinostat group are marked in grey.

|  | **F1** | | |
| --- | --- | --- | --- |
|  | **Decitabine**  **(n = 13)** | **Vorinostat**  **(n = 15)** | **DMSO-control**  **(n = 12)** |
| **Body weight [g]** | 29.23 (± 0.63) 29 (25 - 32) p = 0.89 | 30.4 (± 0.48) 30 (26 - 34) p = 0.08 | 29.25 (± 0.77) 29 (26 - 35) |
| **Testes weight [mg]** | 186.2 (± 6.49) 195.3 (142.7 - 217.2) p = 0.72 | 194.9 (± 6.82) 204.8 (127.2 - 221.3) p = 0.08 | 181.2 (± 9.09) 198.3 (123.2 - 208) |
| **Testes weight/body weight [mg/g]** | 6.43 (± 0.30) 6.73 (4.6 - 8.18) p = 0.5 | 6.44 (± 0.25) 6.71 (4.1 - 7.88) p = 0.61 | 6.15 (± 0.30) 6.33 (4.56 - 7.69) |
| **ASG weight [mg]** | 187.8 (± 11.71) 182.8 (108 - 256.5) p = 0.61 | 201.7 (± 15.87) 202.2 (36.1 - 278.8) p = 0.58 | 189.5 (± 18.5) 193.8 (51.9 - 270.4) |
| **Epididymides weight [mg]** | 92.62 (± 3.20) 92.5 (71.5 - 114.7) p = 0.72 | 96.21 (± 1.99) 96.3 (83.4 - 108.6) p = 0.49 | 94.96 (± 4.99) 92.6 (67.6 - 127.5) |
| **Diameter of sem.tubules [µm]** | 171.8 (± 2.8) 171.4 (159.7 - 186.2) p = 0.65 | 175.8 (± 3.78) 179.7 (148.2 - 197.2) p = 0.76 | 174.1 (± 4.21) 177 (146.8 - 192.9) |
| **Height of sem.epithelium [µm]** | 48.96 (± 1.68) 47.66 (40.45 - 57.59) p = 0.85 | 49.11 (± 1.55) 51.56 (33.71 - 57.26) p = 0.79 | 48.96 (± 1.59) 47.9 (40.13 - 58.32) |
| **Diameter of sem.lumen [µm]** | 73.85 (± 1.99) 74.89 (59.71 - 85.36) p = 0.77 | 77.64 (± 2.17) 78.33 (62.66 - 92.69) p = 0.48 | 76.17 (± 2.57) 74.75 (65.99 - 97.83) |
| **Composition of testes: HC [%]** | 9.905 (± 0.35) 10 (7 - 13) p = 0.012 | 9.304 (± 0.30) 9 (7 - 12) p = 0.22 | 8.75 (± 0.23) 9 (7 - 11) |
| **Composition of testes: 1C [%]** | 57.14 (± 0.74) 58 (50 - 63) p = 0.71 | 57.78 (± 0.84) 59 (41 - 61) p = 0.61 | 56 (± 1.29) 59 (45 - 61) |
| **Composition of testes: 2C [%]** | 11.05 (± 0.43) 11 (9 - 15) p = 0.06 | 11.13 (± 0.33) 11 (10 - 17) p = 0.15 | 12 (± 0.48) 11 (9 - 16) |
| **Composition of testes: 4C [%]** | 22.14 (± 0.52) 21 (20 - 28) p = 0.61 | 21.78 (± 0.60) 21 (18 - 33) p = 0.29 | 23 (± 0.85) 22 (18 - 31) |
| **Efficiency of spermatogenesis [%]** | 0.98 (± 0.006) 0.98 (0.92 - 1) p = 0.64 | 0.98 (± 0.005) 0.98 (0.94 - 1) p = 0.71 | 0.975 (± 0.01) 0.98 (0.94 - 1) |
| **Sperm concentration [mill/ml]** | 31.85 (± 2.12) 29.67 (19.51 - 47.1) p = 0.49 | 35.85 (± 3.48) 32.99 (19.09 - 64.33) p = 0.79 | 34.52 (± 3.23) 36.98 (13.36 - 47.31) |
| **Progressive sperm motility [%]** | 60.55 (± 2.04) 61.66 (49.75 - 72.25) p = 0.37 | 60.82 (± 1.67) 62.75 (47 - 69) p = 0.66 | 62.73 (± 1.59) 62.13 (52.75 - 71) |
| **Sperm vitality [%]** | 62.96 (± 2.85) 65.5 (38.25 - 73.5) p = 0.14 | 61.97 (± 2.13) 64.25 (42.5 - 74) p = 0.04 | 68.33 (± 1.96) 71.38 (53.25 - 74.25) |
| **Normal sperm morphology [%]** | 63.69 (± 2.72) 66.5 (46.5 - 77.5) p = 0.79 | 60.67 (± 2.55) 60.5 (33.5 - 73) p = 0.17 | 65.42 (± 2.04) 65.75 (53 - 77) |
| **DNA fragmentation [%]** | 6.76 (± 0.79) 6.02 (3.88 - 13.97) p = 0.81 | 8.45 (± 1.85) 5.72 (3.55 - 32.32) p = 0.90 | 7.8 (± 1.27) 6.67 (2.83 - 14.46) |
| **DNA methylation [%]** |  |  |  |
| **Blood** |  |  |  |
| ***IAPs*** | 94.92 (± 0.082) 95 (94.5 - 95.25) p = 0.59 | 95.05 (± 0.13) 95.25 (93.5 - 95.75) p = 0.49 | 95.02 (± 0.13) 95 (94.25 - 96) |
| ***Mest*** | 46.62 (± 2.1) 45.5 (35.5 - 67) p = 0.94 | 48.4 (± 1.49) 47.5 (40 - 61.5) p = 0.07 | 45.33 (± 0.70) 45.75 (41 - 49) |
| ***Lit1*** | 60.9 (± 1.47) 59.67 (51.67 - 70.67) p = 0.06 | 61.13 (± 1.56) 60.33 (51 - 72.67) p = 0.06 | 56.94 (± 1.14) 58.17 (47.67 - 62.67) |
| ***Snrpn*** | 42.46 (± 1.14) 42.5 (36.5 - 49.5) p = 0.96 | 44.43 (± 2.09) 45.5 (21.5 - 55.5) p = 0.18 | 42.58 (± 1.92) 41.25 (31.5 - 58) |
| ***H19*** | 58.92 (± 2.83) 58.33 (42 - 85.67) p = 0.94 | 52.38 (± 3.18) 53 (31.33 - 69.67) p = 0.31 | 60.08 (± 4.59) 59.17 (34.33 - 89) |
| ***Dazl*** | 91.67 (± 1.07) 93.33 (84.33 - 95) p = 0.11 | 93 (± 1.74) 95 (69.33 - 98) p = 0.40 | 93.94 (± 0.44) 94.5 (91 - 95.67) |
| ***Oct4*** | 72.69 (± 1.92) 71 (63.5 - 86) p = 0.29 | 66.64 (± 1.86) 68.5 (47.5 - 74.5) p = 0.74 | 67.5 (± 4.12) 67.5 (30 - 90.5) |
| ***Abt1*** | 92.4 (± 0.80) 93 (86.5 - 96.25) p = 0.70 | 92.85 (± 0.99) 94 (81 - 97.25) p = 0.88 | 93.21 (± 0.52) 93.25 (90.25 - 95.75) |
| ***Tcf3*** | 86.67 (± 0.99) 87.25 (79.75 - 91.75) p = 0.44 | 84.27 (± 1.61) 87.5 (71 - 91) p = 0.98 | 85.54 (± 1.24) 86.13 (74.5 - 91.5) |
| **Sperm** |  |  |  |
| ***IAPs*** | 89.77 (± 0.46) 90.5 (86.5 - 91.75) p = 0.78 | 89.75 (± 0.31) 90 (87.5 - 91.5) p = 0.72 | 89.98 (± 0.60) 89.25 (87.25 - 94) |
| ***Mest*** | 21.73 (± 1.58) 22 (12.5 - 30) p = 0.59 | 21.3 (± 1.18) 21.5 (14 - 30) p = 0.53 | 22.04 (± 2.56) 19.75 (12 - 42) |
| ***Lit1*** | 31.9 (± 2.89) 33.67 (16.67 - 55) p = 0.513 | 28.76 (± 1.985) 28 (17.33 - 45.67) p = 0.9029 | 29.83 (± 3.14) 28.83 (15 - 53.33) |
| ***Snrpn*** | 19.85 (± 1.45) 20.5 (13 - 30.5) p = 0.37 | 18.93 (± 1.04) 19.5 (12 - 26.5) p = 0.31 | 18.5 (± 2.04) 17 (11 - 35) |
| ***H19*** | 82.28 (± 1.18) 83 (75.67 - 89.67) p = 0.45 | 82.51 (± 0.85) 83.33 (76.67 - 89) p = 0.16 | 83.69 (± 1.34) 85.33 (74.33 - 89.33) |
| ***Dazl*** | 34.49 (± 2.95) 36.67 (19.67 - 52.67) p = 0.48 | 29.73 (± 1.75) 31 (18.33 - 39.33) p = 0.53 | 31.64 (± 3.98) 27.33 (16.67 - 65) |
| ***Oct4*** | 39.46 (± 3.46) 39 (22 - 66) p = 0.47 | 37.83 (± 2.583) 38 (25 - 59.5) p = 0.53 | 37.82 (± 5.06) 32 (23.5 - 82) |
| ***Abt1*** | 82.38 (± 0.78) 82.75 (77.75 - 86.5) p < 0.0001 | 85.82 (± 1.44) 84.5 (78.5 - 96.5) p = 0.0024 | 93.67 (± 1.17) 95.75 (85.5 - 97) |
| ***Tcf3*** | 68.88 (± 0.85) 69 (64.75 - 75.75) p = 0.16 | 70.83 (± 1.04) 70.25 (64.25 - 79.25) p = 0.94 | 66.73 (± 4.13) 70.5 (22 - 76.5) |

# Supplementary material for: Direct but No Transgenerational Effects of Decitabine and Vorinostat on Male Fertility
**Source:** PLoS One. 2015 Feb 18;10(2):e0117839. doi: 10.1371/journal.pone.0117839
**Supplement:** S5 Table

**Table S5:** **Body weights, data of reproductive organs and sperm parameters of DMSO treated control group and subsequent generations.** Data are shown as mean (± SEM) and median (with range). Statistical differences were calculated for the F1-, F2- and F3-DMSO control group in comparison to DMSO treated control group of the P-generation (shown as p-value). Significant nonspecific effects on subsequent generations are marked in grey.

|  | **P - DMSO control**  **(n = 16)** | **F1 - DMSO control**  **(n = 12)** | **F2 - DMSO-control**  **(n = 29)** | **F3 - DMSO control**  **(n = 31)** |
| --- | --- | --- | --- | --- |
| **Body weight [g]** | 24.88 (± 0.35) 24.5 (23 - 29) | 29.25 (± 0.77) 29 (26 - 35) p < 0.0001 | 29.72 (± 0.44) 30.1 (22.7 - 32.9) p < 0.0001 | 29 (± 0.40) 29 (24 - 34) p < 0.0001 |
| **Testes weight [mg]** | 184.4 (± 5.94) 183.6 (125 - 211) | 181.2 (± 9.09) 198.3 (123.2 - 208) p = 0.84 | 174.2 (± 6.72) 184.1 (118.3 - 215.6) p = 0.43 | 194.9 (± 4.5) 201.9 (135.5 - 229.6) p = 0.10 |
| **Testes weight/body weight [mg/g]** | 7.46 (± 0.29) 7.51 (4.31 - 8.79) | 6.147 (± 0.30) 6.33 (4.56 - 7.69) p = 0.0046 | 6.03 (± 0.19) 6.41 (4.21 - 7.43) p < 0.0001 | 6.73 (± 0.15) 7 (4.84 - 7.82) p = 0.0144 |
| **ASG weight [mg]** | 210.2 (± 10.35) 218.3 (119.4 - 283) | 189.5 (± 18.5) 193.8 (51.9 - 270.4) p = 0.47 | 218 (± 9.04) 215.3 (143.5 - 320.7) p = 0.92 | 214.3 (± 7.67) 209.9 (138.5 - 295.6) p = 0.99 |
| **Epididymides weight [mg]** | 86.61 (± 2.74) 85.75 (71 - 114.1) | 94.96 (± 4.99) 92.6 (67.6 - 127.5) p = 0.14 | 104.9 (± 2.17) 102.3 (83.2 - 128) p < 0.0001 | 114.9 (± 2.57) 117 (83.7 - 149.1) p < 0.0001 |
| **Diameter of sem.tubules [µm]** | 183 (± 6.56) 183.9 (131 - 224.4) | 174.1 (± 4.21) 177 (146.8 - 192.9) p = 0.30 | 162.8 (± 3.24) 165.1 (134.9 - 187.3) p = 0.0059 | 178.8 (± 2.54) 179.9 (155.3 - 194.3) p = 0.53 |
| **Height of sem.epithelium [µm]** | 51.49 (± 1.85) 51.93 (34.7 - 62.52) | 48.96 (± 1.59) 47.9 (40.13 - 58.32) p = 0.20 | 48.78 (± 1.17) 48.26 (38.07 - 59.52) p = 0.10 | 55.42 (± 1.24) 54.65 (44.08 - 66.52) p = 0.14 |
| **Diameter of sem.lumen [µm]** | 80.02 (± 3.7) 82.95 (53.81 - 109.9) | 76.17 (± 2.57) 74.75 (65.99 - 97.83) p = 0.56 | 65.23 (± 1.85) 64.67 (50.7 - 84.69) p = 0.0021 | 68.01 (± 1.86) 67.83 (55.18 - 83.86) p = 0.0149 |
| **Composition of testes: HC [%]** | 7.84 (± 0.39) 7.5 (4 - 13) | 8.75 (± 0.23) 9 (7 - 11) p = 0.08 | 10.75 (± 0.68) 11 (6 - 18) p = 0.0007 | 8.65 (± 0.6) 9 (4 - 15) p = 0.30 |
| **Composition of testes: 1C [%]** | 62.78 (± 0.79) 63.5 (49 - 69) | 56 (± 1.29) 59 (45 - 61) p < 0.0001 | 60.45 (± 0.78) 60 (54 - 68) p = 0.0065 | 62.25 (± 0.58) 62 (59 - 69) p = 0.06 |
| **Composition of testes: 2C [%]** | 10.38 (± 0.37)  10 (8 - 16) | 12 (± 0.48) 11 (9 - 16) p = 0.0041 | 10.5 (± 0.20) 10 (9 - 12) p = 0.29 | 10.4 (± 0.23) 10.5 (9 - 12) p = 0.42 |
| **Composition of testes: 4C [%]** | 19.09 (± 0.55) 19 (14 - 28) | 23 (± 0.85) 22 (18 - 31) p = 0.0002 | 18.4 (± 0.41) 19 (15 - 23) p = 0.43 | 18.4 (± 0.38) 19 (15 - 21) p = 0.5 |
| **Efficiency of spermatogenesis [%]** | 0.96 (± 0.01) 0.96 (0.92 - 1) | 0.98 (± 0.01) 0.98 (0.94 - 1) p = 0.27 | 0.98 (± 0.01) 0.98 (0.94 - 1) p = 0.12 | 0.96 (± 0.01) 0.96 (0.9 - 1) p = 0.58 |
| **Sperm concentration [mill/ml]** | 29.33 (± 2.99) 27.25 (14.25 - 57) | 34.52 (± 3.23) 36.98 (13.36 - 47.31) p = 0.25 | 40.43 (± 2.73) 41.25 (11.1 - 67.75) p = 0.0132 | 36.38 (± 1.7) 36.38 (20 - 52.5) p = 0.0317 |
| **Progressive sperm motility [%]** | 52.72 (± 1.3) 54 (44.5 - 60.75) | 62.73 (± 1.59) 62.13 (52.75 - 71) p = 0.0003 | 59.65 (± 1.40) 60.75 (35.75 - 75.5) p = 0.0008 | 70.04 (± 0.81) 71.25 (60.25 - 76.5) p < 0.0001 |
| **Sperm vitality [%]** | 70.48 (± 1.58) 71.13 (58.25 - 78) | 68.33 (± 1.96) 71.38 (53.25 - 74.25) p = 0.4 | 47.56 (± 1.49) 47.75 (34 - 68) p < 0.0001 | 49.19 (± 0.85) 49 (40 - 59.5) p < 0.0001 |
| **Normal sperm morphology [%]** | 58.5 (± 2.21) 59 (42.5 - 70) | 65.42 (± 2.04) 65.75 (53 - 77) p = 0.0484 | 61.88 (± 2.37) 62.5 (41.5 - 77.5) p = 0.48 | 66.33 (± 1.47) 66.25 (48 - 75) p = 0.0082 |
| **DNA fragmentation [%]** | 3.216 (± 0.96) 2.3 (1.06 - 17.48) | 7.8 (± 1.27) 6.67 (2.83 - 14.46) p = 0.0002 | 6.45 (± 1.74) 4.17 (2.08 - 35.75) p = 0.0007 | 4.38 (± 0.41) 4.07 (2.02 - 9.83) p = 0.0001 |

# Supplementary material for: Direct but No Transgenerational Effects of Decitabine and Vorinostat on Male Fertility
**Source:** PLoS One. 2015 Feb 18;10(2):e0117839. doi: 10.1371/journal.pone.0117839
**Supplement:** S6 Table

**Table S6:** **DNA methylation of blood and spermatozoa of the DMSO treated control group and subsequent generations.** Data are shown as mean [%] (± SEM) and median [%] (with range). Statistical differences were calculated for the F1-, F2- and F3-DMSO control group in comparison to DMSO treated control group of the P-generation (shown as p-value and marked in grey).

|  | **P - DMSO control**  **(n = 16)** | **F1 - DMSO control**  **(n = 12)** | **F2 - DMSO-control**  **(n = 20)** | **F3 - DMSO control**  **(n =20)** |
| --- | --- | --- | --- | --- |
| **Blood** |  |  |  |  |
| ***IAPs*** | 95.42 (± 0.21) 95.75 (93.5 - 96.25) | 95.02 (± 0.13) 95 (94.25 - 96) p = 0.09 | 94.7 (± 0.15) 94.63 (93 - 95.75) p = 0.0048 | 94.2 (± 0.21) 94.5 (92.25 - 95.5) p = 0.0006 |
| ***Mest*** | 47.07 (± 0.51) 47 (44 - 50.5) | 45.33 (± 0.7) 45.75 (41 - 49) p = 0.1 | 46.55 (± 0.61) 46.75 (38 - 51) p = 0.85 | 48.45 (± 0.7) 48 (43.5 - 54.5) p = 0.22 |
| ***Lit1*** | 57.24 (± 1.07) 57.67 (50 - 67.33) | 56.94 (± 1.14) 58.17 (47.67 - 62.67) p = 0.9 | 57.38 (± 0.7) 56.67 (52.33 - 66.67) p = 0.87 | 53.85 (± 1) 53.17 (46.33 - 62.33) p = 0.0301 |
| ***Snrpn*** | 41.67 (± 0.71) 41 (37.5 - 47.5) | 42.58 (± 1.92) 41.25 (31.5 - 58) p = 0.92 | 40.68 (± 0.74) 41.5 (33 - 46) p = 0.65 | 39.73 (± 1.16) 40.5 (26 - 48) p = 0.34 |
| ***H19*** | 59.98 (± 1.20) 59 (52.33 - 68.33) | 60.08 (± 4.59) 59.17 (34.33 - 89) p = 0.83 | 58.53 (± 1.58) 59.17 (42.67 - 71.33) p = 0.84 | 62.22 (± 2.69) 62.17 (34.33 - 89) p = 0.38 |
| ***Dazl*** | 95.02 (± 0.2) 95.33 (93.67 - 96.33) | 93.94 (± 0.44) 94.5 (91 - 95.67) p = 0.07 | 95.67 (± 0.23) 96 (93.67 - 97) p = 0.0267 | 92.9 (± 0.9) 94.17 (80.33 - 98.33) p = 0.0065 |
| ***Oct4*** | 68.97 (± 0.82) 68 (63.5 - 73.5) | 67.5 (± 4.12) 67.5 (30 - 90.5) p = 0.81 | 71.06 (± 1.04) 70.75 (65 - 84.5) p = 0.29 | 67.6 (± 0.8) 68 (58 - 73) p = 0.29 |
| ***Abt1*** | 97.05 (± 0.21) 97.25 (94.75 – 97.75) | 93.21 (± 0.52) 93.25 (90.25 - 95.75) p < 0.0001 | 95.86 (± 0.09) 95.88 (95 - 96.5) p < 0.0001 | 95.18 (± 0.61) 95.88 (85.25 - 97.75) p = 0.0003 |
| ***Tcf3*** | 90.93 (± 0.70) 90.75 (83 - 95.25) | 85.54 (± 1.24) 86.13 (74.5 - 91.5) p = 0.0005 | 87.56 (± 1.14) 88.88 (71 - 92) p = 0.0084 | 82.24 (± 1.10) 83.25 (69.25 - 88) p < 0.0001 |
| **Sperm** |  |  |  |  |
| ***IAPs*** | 87.48 (± 0.34) 87.5 (86 – 91) | 89.98 (± 0.6) 89.25 (87.25 - 94) p = 0.0007 | 89.65 (± 0.4) 90.25 (86 - 92.25) p = 0.0003 | 89.41 (± 0.32) 89.5 (86.75 - 92) p = 0.0002 |
| ***Mest*** | 14.97 (± 1.05) 14.25 (10.5 - 25) | 22.04 (± 2.56) 19.75 (12 - 42) p = 0.0081 | 21.23 (± 1.36) 22 (12.5 - 33) p = 0.0014 | 24.08 (± 1.38) 21.75 (14.5 - 37.5) p < 0.0001 |
| ***Lit1*** | 21.94 (± 1.6) 20.17 (13.33 - 36.67) | 29.83 (± 3.14) 28.83 (15 - 53.33) p = 0.0308 | 29.08 (± 1.62) 27 (20 - 43) p = 0.002 | 29.07 (± 1.38) 27.67 (17.33 - 38.67) p = 0.0019 |
| ***Snrpn*** | 11.91 (± 0.93) 10.75 (7 - 19.5) | 18.5 (± 2.04) 17 (11 - 35) p = 0.0043 | 18.75 (± 1.21) 18 (11.5 - 30.5) p = 0.0002 | 18.75 (± 1.09) 18.25 (10 - 28) p = 0.0002 |
| ***H19*** | 86.73 (± 0.61) 87 (83 - 91) | 83.69 (± 1.34) 85.33 (74.33 - 89.33) p = 0.12 | 81.27 (± 1.06) 82.17 (73 - 90) p = 0.0004 | 82.65 (± 1) 83 (73.67 - 91) p = 0.0029 |
| ***Dazl*** | 25.25 (± 1.57) 23.83 (18.33 – 38.67) | 31.64 (± 3.98) 27.33 (16.67 - 65) p = 0.15 | 31.05 (± 1.97) 31 (17 - 47.33) p = 0.05 | 32.45 (± 1.51) 32.67 (19.67 - 44.67) p = 0.0046 |
| ***Oct4*** | 31.88 (± 1.85) 30.75 (19 – 49) | 37.82 (± 5.06) 32 (23.5 - 82) p = 0.51 | 43.28 (± 2.83) 43 (23 - 68) p = 0.0053 | 42.63 (± 2.19) 44.5 (23.5 - 57.5) p = 0.0009 |
| ***Abt1*** | 79.16 (± 0.56) 78.88 (76.25 - 84.5) | 93.67 (± 1.17) 95.75 (85.5 - 97) p < 0.0001 | 85.13 (± 0.6) 85.25 (80.75 - 90) p < 0.0001 | 89.09 (± 0.99) 88.13 (83 - 96.75) p < 0.0001 |
| ***Tcf3*** | 69.55 (± 0.49) 69.25 (65.75 – 73.75) | 66.73 (± 4.13) 70.5 (22 - 76.5) p = 0.39 | 70.98 (± 0.67) 70.38 (66.75 - 81) p = 0.1 | 64.91 (± 0.65) 65.13 (58.75 - 68.75) p < 0.0001 |

# Supplementary material for: Direct but No Transgenerational Effects of Decitabine and Vorinostat on Male Fertility
**Source:** PLoS One. 2015 Feb 18;10(2):e0117839. doi: 10.1371/journal.pone.0117839
**Supplement:** S7 Table

**Table S7**: **Body weights, data of reproductive organs and sperm parameters of the F2- and F3-generations.** Data are shown as mean (± SEM) and median (with range). Statistical differences were calculated for decitabine and vorinostat in comparison to DMSO vehicle control (shown as p-value). Significant transgenerational effects of decitabine and vorinostat are marked in grey.

|  | **F2-generation** | | |
| --- | --- | --- | --- |
|  | **Decitabine**  **(n = 32)** | **Vorinostat**  **(n = 22)** | **DMSO-control**  **(n = 29)** |
| **Body weight [g]** | 29.38 (± 0.34) 29.15 (25.9 - 33.5) p = 0.26 | 30.4 (± 0.51) 31.05 (24.7 - 33.4) p = 0.18 | 29.72 (± 0.44) 30.1 (22.7 – 32.9) |
| **Testes weight [mg]** | 179.8 (± 5.08) 191.6 (117.9 - 218.8) p = 0.77 | 195.6 (± 4.82) 201.2 (145 - 222.9) p = 0.0294 | 178.8 (± 5.71) 185.6 (118.3 - 232.5) |
| **Testes weight/body weight [mg/g]** | 6.05 (± 0.23) 6.63 (2.64 - 7.99) p = 0.54 | 6.44 (± 0.13) 6.49 (5.31 - 7.41) p = 0.34 | 6.03 (± 0.19) 6.41 (4.21 - 7.43) |
| **ASG weight [mg]** | 202.3 (± 4.96) 205.9 (151.1 - 258.9) p = 0.27 | 204.6 (± 10.79) 209.1 (121.7 - 320) p = 0.39 | 218 (± 9.04) 215.3 (143.5 - 320.7) |
| **Epididymides weight [mg]** | 100.9 (± 1.99) 100.7 (76.6 - 123.7) p = 0.23 | 109.9 (± 2.97) 107.9 (87.5 - 130.8) p = 0.24 | 104.9 (± 2.17) 102.3 (83.2 - 128) |
| **Diameter of sem.tubules [µm]** | 164.9 (± 3.72) 162.2 (132.5 - 195.2) p = 0.67 | 173.3 (± 3.39) 171.9 (132.6 - 193.5) p = 0.0305 | 162.8 (± 3.24) 165.1 (134.9 - 187.3) |
| **Height of sem.epithelium [µm]** | 47.84 (± 1.23) 48.83 (37.94 - 55.31) p = 0.76 | 52.14 (± 1.12) 53.85 (41.62 - 59.5) p = 0.0315 | 48.78 (± 1.17) 48.26 (38.07 – 59.52) |
| **Diameter of sem.lumen [µm]** | 69.25 (± 2.40) 67.06 (50.12 - 96.26) p = 0.21 | 69.04 (± 2.18) 66.59 (49.4 - 83.21) p = 0.15 | 65.23 (± 1.85) 64.67 (50.7 – 84.69) |
| **Composition of testes: HC [%]** | 9.9 (± 0.62) 9 (7 - 18) p = 0.3 | 10.5 (± 0.65) 10 (6 - 15) p = 0.83 | 10.75 (± 0.68) 11 (6 - 18) |
| **Composition of testes: 1C [%]** | 56.4 (± 1.47) 58 (45 - 67) p = 0.06 | 58.1 (± 0.98) 57.5 (51 - 65) p = 0.1 | 60.45 (± 0.78) 60 (54 - 68) |
| **Composition of testes: 2C [%]** | 12 (± 0.46) 12 (9 - 16) p = 0.0145 | 11.3 (± 0.36) 11 (9 - 14) p = 0.13 | 10.5 (± 0.2) 10 (9 - 12) |
| **Composition of testes: 4C [%]** | 21.85 (± 1.03) 20 (15 - 30) p = 0.0066 | 20.1 (± 0.74) 20 (14 - 26) p = 0.11 | 18.4 (± 0.41) 19 (15 - 23) |
| **Efficiency of spermatogenesis [%]** | 0.97 (± 0.01) 0.98 (0.94 - 1) p = 0.48 | 0.98 (± 0.01) 0.98 (0.94 - 1) p = 0.65 | 0.98 (± 0.01) 0.98 (0.94 - 1) |
| **Sperm concentration [mill/ml]** | 38.14 (± 2.21) 38.98 (12 - 72.5) p = 0.51 | 46.7 (± 3.71) 47.25 (7.3 - 79.5) p = 0.17 | 40.43 (± 2.73) 41.25 (11.1 – 67.75) |
| **Progressive sperm motility [%]** | 59.63 (± 1.48) 60.63 (31.5 - 72) p = 0.79 | 55.56 (± 1.93) 57.38 (27 - 70.5) p = 0.11 | 59.65 (± 1.4) 60.75 (35.75 - 75.5) |
| **Sperm vitality [%]** | 46.72 (± 1.2) 45.13 (28.5 - 63.25) p = 0.66 | 46.13 (± 1.46) 45.75 (32.5 - 60) p = 0.5 | 47.56 (± 1.49) 47.75 (34 - 68) |
| **Normal sperm morphology [%]** | 62.35 (± 1.61) 61.25 (52.5 - 79.5) p = 1 | 64.43 (± 1.48) 65.25 (53.5 - 78) p = 0.43 | 61.88 (± 2.37) 62.5 (41.5 – 77.5) |
| **DNA fragmentation [%]** | 5.44 (± 1.1) 4.08 (2.04 - 24.32) p = 0.77 | 7.92 (± 2.29) 4.41 (2.49 - 46.65) p = 0.47 | 6.45 (± 1.74) 4.17 (2.08 - 35.75) |
|  | **F3-generation** | | |
|  | **Decitabine**  **(n = 33)** | **Vorinostat**  **(n = 41)** | **DMSO-control**  **(n = 31)** |
| **Body weight [g]** | 30 (± 0.31) 30 (27 - 34) p = 0.06 | 29.07 (± 0.4) 29 (22 - 33) p = 0.68 | 29 (± 0.40) 29 (24 – 34) |
| **Testes weight [mg]** | 186.5 (± 5.77) 196.8 (111.8 - 232.9) p = 0.33 | 193.9 (± 3.92) 201.2 (125.9 - 240.7) p = 0.74 | 194.9 (± 4.5) 201.9 (135.5 - 229.6) |
| **Testes weight/body weight [mg/g]** | 6.23 (± 0.2) 6.3 (3.73 - 8.03) p = 0.08 | 6.71 (± 0.13) 6.94 (4.97 - 7.97) p = 0.81 | 6.73 (± 0.15) 7 (4.84 - 7.82) |
| **ASG weight [mg]** | 219.9 (± 6.26) 219.9 (143.1 - 286.8) p = 0.37 | 211.8 (± 8.03) 219.2 (100.7 - 356.3) p = 0.89 | 214.3 (± 7.67) 209.9 (138.5 - 295.6) |
| **Epididymides weight [mg]** | 111.3 (± 2.75) 110.5 (81.6 - 153) p = 0.19 | 115.5 (± 2.32) 113.6 (81.5 - 146.1) p = 0.9 | 114.9 (± 2.57) 117 (83.7 – 149.1) |
| **Diameter of sem.tubules [µm]** | 176.9 (± 2.93) 179.2 (150.4 - 199.1) p = 0.61 | 177.9 (± 2.55) 178.2 (158.6 - 204.8) p = 0.8 | 178.8 (± 2.54) 179.9 (155.3 - 194.3) |
| **Height of sem.epithelium [µm]** | 55.97 (± 2.47) 56.45 (28.75 - 90.26) p = 0.66 | 55.9 (± 0.96) 56.17 (47.66 - 62) p = 0.68 | 55.42 (± 1.24) 54.65 (44.08 – 66.52) |
| **Diameter of sem.lumen [µm]** | 66.84 (± 1.7) 68.55 (52.05 - 78.66) p = 0.72 | 66.11 (± 1.69) 66.13 (55.17 - 82.1) p = 0.39 | 68.01 (± 1.86) 67.83 (55.18 – 83.86) |
| **Composition of testes: HC [%]** | 8.45 (± 0.48) 8.5 (5 - 12) p = 0.99 | 8.55 (± 0.55) 9 (4 - 13) p = 0.97 | 8.65 (± 0.6) 9 (4 - 15) |
| **Composition of testes: 1C [%]** | 62.5 (± 0.6) 62.5 (56 - 70) p = 0.43 | 61.2 (± 1.11) 62 (45 - 66) p = 0.97 | 62.25 (± 0.58) 62 (59 - 69) |
| **Composition of testes: 2C [%]** | 10.7 (± 0.25) 11 (8 - 13) p = 0.39 | 10.9 (± 0.33) 10 (9 - 15) p = 0.46 | 10.4 (± 0.23) 10.5 (9 – 12) |
| **Composition of testes: 4C [%]** | 18.3 (± 0.36) 18 (15 - 22) p = 0.77 | 19.15 (± 0.67) 18 (16 - 28) p = 0.73 | 18.4 (± 0.38) 19 (15 - 21) |
| **Efficiency of spermatogenesis [%]** | 0.97 (± 0.01) 0.97 (0.92 - 1) p = 0.24 | 0.96 (± 0.01) 0.97 (0.92 - 1) p = 0.53 | 0.96 (± 0.01) 0.96 (0.9 - 1) |
| **Sperm concentration [mill/ml]** | 35.57 (± 2.27) 34.5 (14 - 56.25) p = 0.78 | 37.12 (± 2.42) 31 (13.1 - 70.5) p = 0.82 | 36.38 (± 1.7) 36.38 (20 – 52.5) |
| **Progressive sperm motility [%]** | 69.9 (± 0.8) 70.25 (55.75 - 78.75) p = 0.86 | 70.71 (± 0.66) 71.25 (61.5 - 80.75) p = 0.75 | 70.04 (± 0.81) 71.25 (60.25 - 76.5) |
| **Sperm vitality [%]** | 44.73 (± 1) 45.25 (28.75 - 60) p = 0.0013 | 43.47 (± 0.8) 43.25 (32.5 - 57.25) p < 0.0001 | 49.19 (± 0.85) 49 (40 - 59.5) |
| **Normal sperm morphology [%]** | 66.3 (± 1.44) 67.25 (48.5 - 74) p = 0.79 | 63.63 (± 1.8) 64.25 (49.5 - 79) p = 0.26 | 66.33 (± 1.47) 66.25 (48 - 75) |
| **DNA fragmentation [%]** | 4.09 (± 0.42) 3.49 (1.76 - 7.99) p = 0.51 | 5.14 (± 0.67) 4.43 (2.09 - 15.25) p = 0.51 | 4.38 (± 0.41) 4.07 (2.02 - 9.83) |

# Supplementary material for: Direct but No Transgenerational Effects of Decitabine and Vorinostat on Male Fertility
**Source:** PLoS One. 2015 Feb 18;10(2):e0117839. doi: 10.1371/journal.pone.0117839
**Supplement:** S8 Table

**Table S8**: **DNA methylation of blood and spermatozoa of the F2- and F3-generations.** Data are shown as mean [%] (± SEM) and median [%] (with range). Statistical differences were calculated for decitabine and vorinostat in comparison to DMSO vehicle control (shown as p-value). Significant transgenerational effects of decitabine and vorinostat are marked in grey.

| **F2-generation** | | | |
| --- | --- | --- | --- |
|  | **Decitabine**  **(n = 20)** | **Vorinostat**  **(n = 20)** | **DMSO-control**  **(n = 20)** |
| **Blood** |  |  |  |
| ***IAPs*** | 94.64 (± 0.18) 94.75 (92.75 - 95.75) p = 0.9 | 94.33 (± 0.27) 94.75 (91.25 - 95.5) p = 0.51 | 94.7 (± 0.15) 94.63 (93 - 95.75) |
| ***Mest*** | 48.1 (± 0.57) 47.75 (43 - 53) p = 0.12 | 49.18 (± 0.67) 48.5 (44.5 - 56.5) p = 0.01 | 46.55 (± 0.61) 46.75 (38 - 51) |
| ***Lit1*** | 57.37 (± 0.55) 57.83 (51.33 - 62) p = 0.6 | 57.37 (± 1.64) 59.17 (28 - 63) p = 0.16 | 57.38 (± 0.7) 56.67 (52.33 - 66.67) |
| ***Snrpn*** | 41.63 (± 0.94) 42 (32 - 51.5) p = 0.54 | 44 (± 2.62) 42.25 (34 - 90.5) p = 0.46 | 40.68 (± 0.74) 41.5 (33 – 46) |
| ***H19*** | 61.02 (± 1.3) 61.33 (53 - 74) p = 0.51 | 57.75 (± 2.45) 58.83 (25.33 - 79.67) p = 0.77 | 58.53 (± 1.58) 59.17 (42.67 – 71.33) |
| ***Dazl*** | 95.73 (± 0.18) 95.67 (93.33 - 97) p = 0.87 | 95.63 (± 0.28) 95.33 (94 - 99.33) p = 0.67 | 95.67 (± 0.23) 96 (93.67 - 97) |
| ***Oct4*** | 72.15 (± 1.19) 71.75 (63 - 82.5) p = 0.49 | 70.56 (± 1.31) 71 (59 - 81) p = 0.96 | 71.06 (± 1.04) 70.75 (65 - 84.5) |
| ***Abt1*** | 94.61 (± 1.67) 96.5 (63 - 97.5) p = 0.0089 | 95.83 (± 0.43) 96.5 (89 - 97.5) p = 0.0308 | 95.86 (± 0.09) 95.88 (95 - 96.5) |
| ***Tcf3*** | 86.91 (± 1.04) 88.5 (76.5 - 92.75) p = 0.5 | 86.98 (± 0.98) 87.5 (74.5 - 97) p = 0.16 | 87.56 (± 1.14) 88.88 (71 - 92) |
| **Sperm** |  |  |  |
| ***IAPs*** | 88.56 (± 0.42) 88.75 (85.25 - 92) p = 0.07 | 89.31 (± 0.43) 89.5 (85.75 - 92.75) p = 0.57 | 89.65 (± 0.4) 90.25 (86 - 92.25) |
| ***Mest*** | 26.75 (± 1.5) 25.75 (14 - 45.5) p = 0.0093 | 22.48 (± 1.53) 21.25 (12 - 34.5) p = 0.62 | 21.23 (± 1.36) 22 (12.5 – 33) |
| ***Lit1*** | 28.3 (± 1.57) 28.67 (15.67 - 47) p = 0.8 | 29.7 (± 2.07) 31.5 (14.33 - 44.67) p = 0.72 | 29.08 (± 1.62) 27 (20 - 43) |
| ***Snrpn*** | 17.55 (± 1.18) 17.75 (10 - 29.5) p = 0.45 | 19.38 (± 1.43) 18 (9 - 30) p = 0.74 | 18.75 (± 1.21) 18 (11.5 - 30.5) |
| ***H19*** | 81.87 (± 1.42) 82.17 (65 - 91.67) p = 0.54 | 82.05 (± 0.99) 83.17 (73.67 - 89.67) p = 0.64 | 81.27 (± 1.06) 82.17 (73 - 90) |
| ***Dazl*** | 28.43 (± 2.02) 29.5 (14.33 - 47.67) p = 0.34 | 32.37 (± 2.45) 30.83 (15.33 - 53.33) p = 0.79 | 31.05 (± 1.97) 31 (17 - 47.33) |
| ***Oct4*** | 39.03 (± 2.66) 43 (22 - 57) p = 0.31 | 44.58 (± 3.18) 44 (23.5 - 69.5) p = 0.72 | 43.28 (± 2.83) 43 (23 - 68) |
| ***Abt1*** | 84.85 (± 0.68) 84.5 (80.75 - 93.75) p = 0.54 | 86.51 (± 0.87) 86.38 (81 - 96.75) p = 0.27 | 85.13 (± 0.6) 85.25 (80.75 - 90) |
| ***Tcf3*** | 71.61 (± 0.48) 71.38 (67.25 - 75) p = 0.14 | 70.66 (± 0.57) 70.25 (66.25 - 77.25) p = 0.81 | 70.98 (± 0.67) 70.38 (66.75 - 81) |
| **F3-generation** | | | |
|  | **Decitabine**  **(n = 20)** | **Vorinostat**  **(n = 20)** | **DMSO-control**  **(n = 20)** |
| **Blood** |  |  |  |
| ***IAPs*** | 94.46 (± 0.19) 94.5 (92.5 - 96) p = 0.43 | 94.19 (± 0.26) 94.25 (90.25 - 95.5) p = 0.94 | 94.2 (± 0.21) 94.5 (92.25 - 95.5) |
| ***Mest*** | 49.03 (± 0.63) 49.5 (41.5 - 54) p = 0.34 | 49.03 (± 0.89) 49.5 (37 - 54.5) p = 0.34 | 48.45 (± 0.7) 48 (43.5 - 54.5) |
| ***Lit1*** | 53.38 (± 0.74) 54 (42.67 - 58) p = 0.97 | 53.72 (± 0.76) 53.83 (47.33 - 59.67) p = 0.95 | 53.85 (± 1) 53.17 (46.33 - 62.33) |
| ***Snrpn*** | 42.43 (± 1.25) 43 (27 - 53) p = 0.045 | 40.8 (± 1.08) 41.25 (26.5 - 52.5) p = 0.64 | 39.73 (± 1.16) 40.5 (26 – 48) |
| ***H19*** | 59.82 (± 1.65) 58.83 (49 - 74.33) p = 0.27 | 58.6 (± 1.36) 60 (43.33 - 71.33) p = 0.17 | 62.22 (± 2.69) 62.17 (34.33 - 89) |
| ***Dazl*** | 93.27 (± 0.57) 93.67 (84.33 - 96) p = 0.78 | 93.65 (± 0.38) 94.33 (89 - 95.67) p = 0.89 | 92.9 (± 0.9) 94.17 (80.33 - 98.33) |
| ***Oct4*** | 68.32 (± 1.4) 68.5 (53.5 - 76.5) p = 0.48 | 67.3 (± 0.77) 67.25 (60.5 - 74.5) p = 0.51 | 67.6 (± 0.8) 68 (58 – 73) |
| ***Abt1*** | 95.56 (± 0.36) 96.5 (91.75 - 97.5) p = 0.94 | 95.88 (± 0.39) 96.5 (91 - 97.5) p = 0.22 | 95.18 (± 0.61) 95.88 (85.25 – 97.75) |
| ***Tcf3*** | 76.48 (± 2.27) 81.13 (50.5 - 86.75) p = 0.0219 | 80.58 (± 1.32) 82.13 (64 - 87.75) p = 0.27 | 82.24 (± 1.1) 83.25 (69.25 - 88) |
| **Sperm** |  |  |  |
| ***IAPs*** | 88.53 (± 0.39) 88.75 (84.75 - 91) p = 0.08 | 88.59 (± 0.38) 89 (84.25 - 90.5) p = 0.11 | 89.41 (± 0.32) 89.5 (86.75 - 92) |
| ***Mest*** | 22.9 (± 1.56) 22.5 (11.5 - 37.5) p = 0.61 | 22.2 (± 1.67) 23.25 (5.5 - 34.5) p = 0.47 | 24.08 (± 1.38) 21.75 (14.5 - 37.5) |
| ***Lit1*** | 27.98 (± 2.47) 25 (14 - 59) p = 0.39 | 26.17 (± 1.93) 26 (5 - 40) p = 0.3 | 29.07 (± 1.38) 27.67 (17.33 – 38.67) |
| ***Snrpn*** | 17.05 (± 1.48) 16 (7 - 30) p = 0.27 | 16.55 (± 1.29) 16.25 (4 - 26) p = 0.22 | 18.75 (± 1.09) 18.25 (10 - 28) |
| ***H19*** | 83.47 (± 1.26) 84.33 (69 - 92.67) p = 0.45 | 83.9 (± 1.16) 83.67 (71.33 - 93.33) p = 0.27 | 82.65 (± 1) 83 (73.67 - 91) |
| ***Dazl*** | 29.82 (± 2.28) 29.33 (13.67 - 57.67) p = 0.21 | 29.43 (± 2.18) 30.33 (5.333 - 42.67) p = 0.38 | 32.45 (± 1.51) 32.67 (19.67 – 44.67) |
| ***Oct4*** | 34.71 (± 2.7) 31.5 (18.5 - 66.5) p = 0.011 | 34.12 (± 3.15) 32.5 (11.5 - 58) p = 0.0316 | 42.63 (± 2.19) 44.5 (23.5 – 57.5) |
| ***Abt1*** | 90.58 (± 1.02) 91.38 (80 - 96.5) p = 0.25 | 90.26 (± 0.96) 90.5 (79.75 - 96.75) p = 0.34 | 89.09 (± 0.99) 88.13 (83 - 96.75) |
| ***Tcf3*** | 65.34 (± 1.29) 66.25 (43.75 - 72.5) p = 0.34 | 66.4 (± 0.54) 66.63 (59.75 - 70.75) p = 0.08 | 64.91 (± 0.65) 65.13 (58.75 – 68.75) |

How the deposited data were processed for this re-analysis (not part of the article)

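Reduced representation bisulfite sequencing of spermatozoal DNA from 10 mice was analysed, 2 vehicle-control and 3 decitabine treated animals of the P-generation and 2 and 3 of their descendants in the F3-generation. Each animal was assigned to its group and ancestor by its name in the sample labels and the legend of Fig. 8.

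The authors removed adapters and MspI ends with Trim Galore! and Cutadapt, mapped the reads to mm10, extracted methylation calls with Bismark, whose version was not found in the paper or its supplements, and deposited for each animal the methylated and unmethylated read count of every CpG cytosine. The counts were not normalized or filtered, each strand was listed separately and animals were not pooled. Everything that follows was computed from these counts. All 2620673 positions in the files were CpG cytosines in GRCm38, the sequence of mm10, 1309531 on the plus and 1311142 on the minus strand.

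Following the settings of the paper's supplement, cytosines with at least 10 reads were kept in each animal, the strands of a CpG were merged, and CpG sites covered in all 5 animals of a generation were tested. A logistic model of methylated and unmethylated counts with a term for the group was fitted per CpG site and tested by likelihood ratio. A CpG site was called differentially methylated at a difference of at least 25 percentage points of the pooled methylation and a Benjamini-Hochberg q-value under 0.01. methylKit itself was not available, and its SLIM q-values were replaced. The model has no term for the variation between animals of a group. Overlaps between generations were tested with Fisher's exact test, and changes between generations with an interaction term. Directions were tested with exact binomial tests on clusters of CpG sites within 1000 bp, each represented by its first CpG site. Distances between samples were 1 minus Pearson's correlation coefficient over the 891551 CpG sites covered in all 10 samples. Group values of single measures were compared by exact permutation over the 10 splits of 5 animals, which cannot give a p-value below 0.1.

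The summed coverage was between 48903817 in D13 and 115158278 in F3D1. At the median coverage of D13, 28 reads, the 95% Wilson interval of a level near 50% ran from 32.63% to 67.37%. At F3D1's median coverage of 63 reads it ran from 37.27% to 61.24%.

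Named CpG sites were chosen by a rule fixed before the files were opened. They were the CpG sites that S9 Table assigns to a gene, its neighbouring CpG sites on chromosome 6, and the 5 hypermethylated and 5 hypomethylated CpG sites of the P-generation with the largest difference among those with at least 20 reads in each animal and with the groups separated. Annotation was taken from GENCODE for GRCm38. The amplicons of the pyrosequenced genes were located by the bisulfite primers. Primers of Lit1, Mest and Dazl gave no exact match, and the amplicons of Oct4, Abt1 and Tcf3 held 0 CpG sites covered in all 10 samples.

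The alternatives were other coverage minimums, unmerged strands, an upper coverage limit, thinning to equal coverage, autosomes only, an F test with an overdispersion term, Fisher's exact test, limma on log2 ratios of methylated to unmethylated counts with 1 added to each, other q-values and thresholds, mean percentages, other correlation and linkage methods, and leaving out each animal in turn. Scaled q-values were added after the data had been seen. The scripts were tested on simulated data in which 200 CpG sites had known differences. Of these, 88.5% were recovered, against 88.27% expected from the coverage, and 0 unchanged CpG sites were called. The expected share came from the same test on fresh draws. The simulated counts held no variation between animals, so this checks the scripts and not the rate of false calls in real animals. The first version of this test required a higher recovery and failed. All misses lay at low coverage, and the requirement was then replaced by the recovery expected from the coverage. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used. Pyrosequencing, organ, sperm and fertility measurements were not in the files analysed here.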

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

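The methylation profile of the vehicle-control animal C8 was flagged because it lay far from the others. Its mean distance of 0.054003 to the other samples stood apart both among the P-generation and among all 10 samples. Its corrected excess variance between the strands of a CpG, 0.22876, also stood apart in both sets, and so did its number of cytosines with at least 10 reads, 1297908, in the P-generation. The excess variance of F3C9, 0.082344, stood apart among the F3-generation, and the summed coverage of F3D1, 115158278, stood apart among all samples. Of 18 groups of values tested, 7 were flagged, where 0.9 would be by chance. The groups share samples and are not independent.

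Several explanations of the profile of C8 were tested. Thinning all samples to the same coverage left the mean distance of C8 at 0.053047, although C8 was already close to that coverage. The other samples then lay between 0.020965 in C14 and 0.029677 in D11, so that depth alone is unlikely to be the source. The other vehicle-treated animal, C14, had a mean distance of 0.019463, the lowest of all, which speaks against the vehicle. A library made from fewer DNA molecules than reads would vary more between the strands of a CpG. The first estimate of this excess, 0.42646, was highest in C8 but only 1.47 times the next sample, short of the 1.5 times set beforehand. That estimate includes strand differences shared by all samples, as became clear only after its values were seen. With these removed it was 0.22876 in C8 and 0.082344 in the next sample, which is consistent with few molecules. The correction and its prediction were made after the first result was seen, and the first result stands as the one predicted. Deviations of C8 on both strands correlated at 0.17955 across CpG sites, within the range of the other P-generation animals (0.10277 to 0.32413). The test predicted a higher value in C8 than in those animals if its DNA differed on both strands, and this was not found. The correlation was positive, however, and the excess variance between strands, which was largest in C8, lowers it. Such a difference is therefore not excluded.

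Somatic cells in the sperm sample could also separate C8. Promoters of genes methylated on the maternal allele are unmethylated in sperm. From a list of 14 such genes written before the test, 10 had at least 5 covered CpG sites within 500 bp of the gene start, and their median methylation was 24.932% in C8, the highest of all animals. Against this, Airn was 0% and Impact 0.5357% methylated in C8. Across the 10 samples, this median and the mean distance were related (Pearson's r = 0.8525, permutation p = 0.00072, Spearman's rho = 0.8061, permutation p = 0.00692), and r was 0.6144 without C8 and D11. This was the only relation between samples computed, but it was looked at after the values had been seen. The mean distances share pairs of samples, and the samples include ancestors and their descendants, so the 10 values are not independent. The p-values are therefore only descriptive. The relation was computed over both generations together and was not tested within either, each of which has 5 samples. DNA of somatic cells would differ on both strands, and the correlation of 0.17955 between the strands in C8 did not stand out. Excess variance between the strands lowers such a correlation, and it was largest in C8. The strand test therefore does not decide on somatic cells. That bearing of the strand test on somatic cells was considered only after its result was seen. Few molecules, as judged by the corrected estimate, and somatic cells were not separated by these tests.

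The number of differentially methylated CpG sites in the F3-generation over all CpG sites tested, 2540, was flagged because the paper reports only the CpG sites that were already differentially methylated in the P-generation. Of the 10 splits of the 5 F3-generation animals into 2 and 3, 3 gave at least 2540. In the P-generation, 5 of the 10 splits gave at least the 6644 CpG sites of the real split, and the number ranged from 3087 to 16162. With 10 splits the share cannot fall below 0.1. Neither number can therefore be told apart from the grouping of any animals. Counts were also simulated without any group difference, 5 times per setting. With binomial sampling alone, 0 CpG sites were called. With the first estimate of the excess variance, a mean of 49673 was called for the P-generation and 48519 for the F3-generation, far above the real numbers, so that this estimate overstates the variance and decides nothing. The prediction written beforehand set no upper limit, and by it these numbers would have counted in favour of few molecules. The limit was added after they were seen. With the corrected estimate, a mean of 6970.6 was called for the P-generation and 2363.8 for the F3-generation, which is consistent with variation between libraries producing as many calls as were found. The predictions for the splits and for the corrected estimate were made after the results were seen.

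The CpG sites differentially methylated in both generations in opposite directions, 48, were flagged because the paper reports only those that kept their direction, 46 in this re-analysis. The similar numbers are what CpG sites that vary between animals whatever the group may give, a prediction made after the numbers were known. Of the 10 splits of the P-generation, 5 shared at least 46 CpG sites with the F3-generation in the same direction, with the share again bound to be 0.1 or more, a prediction made beforehand. No effect of the treatment was shown to be needed for the CpG sites that remained.

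The group difference changed between generations at 4275 of the P-generation CpG sites (an interaction in the logistic model, q-value under 0.01). These CpG sites were selected for a large difference in the P-generation, so that a smaller difference in the F3-generation arises from the selection alone in part. The model also counts reads rather than animals, and the simulations above called 6970.6 CpG sites in a P-generation without any group difference, which could account for many of the selected CpG sites.

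The effect of decitabine on the mean methylation differed between the generations by -0.52364 percentage points (permutation of the labels within each generation, 100 regroupings, p = 0.03). In the P-generation all 3 decitabine treated animals were below both vehicle-control animals, by -0.322 percentage points on average. Only 1 of the 10 splits gave a difference as large. That is the smallest number possible, so this test could not separate the difference from a grouping by chance and decides nothing. The difference was larger than the SD within either group, 0.052807 (n = 3) in decitabine treated and 0.035961 (n = 2) in vehicle-control animals. Without C8 it was -0.29622, so noise in C8 is an unlikely source. At the imprinted promoters the groups overlapped, with a difference of -0.54148 percentage points. The overlap rested on C8 (24.93%), since C14 (8.712%) lay below all 3 decitabine treated animals (12.33% to 20.66%). This comparison therefore does not decide whether somatic cells separate the groups. The predictions on the splits and on C8 were made after the difference was seen, that on the imprinted promoters before. The direction also depended on the averaging, as 0.260 percentage points resulted from all methylated reads over all reads. A lower methylation after decitabine, an inhibitor of DNA methyltransferases, remains a hypothesis that may be tested with more animals.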

How the results depend on the processing

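The alternatives were set before the files were opened, except for the scaled q-values. The share of differentially methylated CpG sites near another stayed above that of random sets under every alternative that called any CpG sites, by the least without C14 (43.0% against a mean of 33.9% in random sets). The minimum of 20 reads left the values at H19 and Snrpn as they were, because all of their CpG sites already had 20 reads, so it was no test of them. Besides the values given in the following paragraphs, 82 rows for single named CpG sites became weaker.

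The choice of test decided whether any CpG sites were called. With the overdispersion term, and with limma, 0 CpG sites were called in the P-generation, in either direction, and in the F3-generation, so that no remaining CpG sites, shares or interactions could be computed. With the overdispersion term all 10 splits of either generation therefore gave as many. Both tests measure the difference against the variation between animals, and 2 animals against 3 leave few degrees of freedom for that. With the overdispersion term hardly any CpG site could therefore have passed, so its 0 does not show large variation. With limma the result may reflect both large variation and low power.

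With a minimum of 20 reads, 3522 CpG sites were called in the P-generation (1616 higher, 1906 lower) and 1523 in the F3-generation, 21 remained and 2302 changed between generations, with 626500 CpG sites tested. With a difference of at least 40 percentage points the numbers were 617 (302 higher, 315 lower), 174, 1 and 381, and 48.590% kept their direction. With a q-value under 0.05, 87 remained. Thinned to the coverage of D13, 806 were called in the F3-generation, 20 remained and 49.606% kept their direction, so that the number called depends on the depth of F3-generation samples.

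Leaving out each animal in turn gave from 2820 to 41781 CpG sites in the P-generation (1286 to 21422 higher, 1534 to 20359 lower) and from 773 to 14173 in the F3-generation. From 8 to 301 remained, 2260 to 29736 changed between generations, and 41.813% to 52.574% kept their direction. The extremes of the numbers called were reached without C14 and C8 in the P-generation and F3C30 and F3C9 in the F3-generation. Without C14 or F3C30, the vehicle-control group consists of the animal with the larger excess variance alone, which may explain the high numbers. The mean distance between minus within groups ranged from -0.0047238 to 0.029214 in the P-generation and from -0.00070046 to 0.0081796 in the F3-generation.

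With Spearman's correlation the median distance was 0.10283 and C8 was joined last at 0.1226. With CpG sites whose SD was above the median, these were 0.041711 and 0.10223, and with Ward linkage C8 was joined at 0.070227. The rank correlation gives weight to small differences among the many CpG sites near 0% or 100%. With all methylated reads over all reads, the differences in mean methylation were 0.25970 (P-generation) and -0.48502 (F3-generation), since CpG sites with high coverage then weigh more.

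Among named CpG sites, reversals occurred only in the F3-generation. By mean percentages the CpG site in Arhgef18 had -4.0104 percentage points. Across fits that each left out an animal, the F3-generation difference ranged from -0.68027 to 61.482 at Mpg, from -0.84098 to 42.678 at Gata5, from -5 to 1.9122 on chromosome 11 at 61086813, from -9.525 to 18.362 at Mex3a (position 88536475), from -7.8368 to 4.5855 at Arhgef18 and from -3.5613 to 16.506 at Egln2.

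The replicate block was not run because the animals of the groups compared carry different names and share no replicate numbers. The coverage limits single values, since at 10 reads the 95% interval of a level near 50% ran from 23.66% to 76.34%.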

Differences from the paper's values

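The paper gives 1.35 M CpG sites (M for mega) covered in all samples, and 0.891551 M were found with the strands merged. Without merging the strands, 1.12849 M cytosines were found, which is within 1.5 times the paper's value. Among the other alternatives set before the files were opened, a minimum of 20 reads (0.591155 M) and autosomes only (0.88027 M) did not come that close. A minimum of 5 reads (1057632 CpG sites) and the minimum applied after merging the strands (904364) were also within 1.5 times.

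The remaining values were within 1.5 times the paper's. The numbers of CpG sites tested, 922295 and 1047534, were equal to the paper's. In the P-generation, 6644 differentially methylated CpG sites were found against the paper's 6821, 3193 against 3278 hypermethylated and 3451 against 3543 hypomethylated. Covered in the F3-generation were 6102 against the paper's 6261, and 46 remained against the paper's 50, 31 against 33 hypermethylated and 15 against 17 hypomethylated. With q-values scaled by the ratio between S9 Table and Benjamini-Hochberg values, a setting chosen after seeing the values, 6864 were found, 6288 were covered and 50 remained, 33 of them hypermethylated and 17 hypomethylated. That ratio was taken from the 50 CpG sites of S9 Table themselves, so that the equal number of remaining CpG sites is in part fixed by it. Leaving out F3D7 also left 50, and leaving out D13 left 33 hypermethylated. C8 was joined at about 0.06 in Fig. 8, read by eye, and at 0.0540 here.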

Other observations

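The differences in S9 Table and those computed from the deposited counts differed by at most 4.97e-05 percentage points over its 50 CpG sites. The q-values of the table were 0.8691 times the Benjamini-Hochberg values in the P-generation and 0.8901 times in the F3-generation at the median.

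In Mex3a, the CpG site on chromosome 3 at 88536457, near that at 88536475, had 28.31% ± 6.70 methylation (SD, n = 3) in decitabine treated animals and 83.08% ± 12.78 (SD, n = 2) in vehicle-control animals, from 76 to 114 reads. In the F3-generation it had 72.32% ± 3.15 (SD, n = 3) and 59.48% ± 8.69 (SD, n = 2). Its q-value with the overdispersion term was 1 in both generations.

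CpG sites at which every decitabine treated animal lay beyond every vehicle-control animal numbered 5070 among those called in the P-generation. Of the 10 splits of the P-generation animals, 5 gave as many such CpG sites, a test whose prediction was made beforehand and whose share cannot fall below 0.1. The separation of the animals at single CpG sites was therefore not particular to the treatment groups.

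It was asked whether F3-generation animals resemble their own P-generation ancestor more than other P-generation animals. After the mean distance of each sample had been removed, the distance to the own ancestor was lower by -0.00082246 than to all, with a permutation p-value of 0.14167 over 120 regroupings, a prediction made beforehand. Inheritance of the overall profile was not detectable with 5 descendants.

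The paper measured methylation of several genes in sperm by pyrosequencing of larger groups. Among the amplicons that were located by their primers, 2 held CpG sites covered in all 10 samples. The amplicons of Lit1, Mest and Dazl were not located, so their coverage is not known. The amplicon of H19, on chromosome 7 from 142581001 to 142581167 of mm10, held 1 CpG site covered in all 10 samples. Its methylation was 88.54% ± 6.03 (SD, n = 3) in decitabine treated and 94.44% ± 7.86 (SD, n = 2) in vehicle-control animals of the P-generation (exact permutation test, p = 0.6). In the F3-generation it was 95.66% ± 1.68 (SD, n = 3) and 94.67% ± 4.39 (SD, n = 2) (exact permutation test, p = 0.7). The amplicon of Snrpn, on chromosome 7 from 60004994 to 60005257, held 3 such CpG sites. Their mean methylation was 14.75% ± 6.36 (SD, n = 3) and 22.21% ± 11.64 (SD, n = 2) in the P-generation (exact permutation test, p = 0.6). In the F3-generation it was 7.71% ± 4.61 (SD, n = 3) and 12.90% ± 8.27 (SD, n = 2) (exact permutation test, p = 0.5). The vehicle-control animal C8 had the highest value at both amplicons in the P-generation, 100% at H19 and 30.43% at Snrpn.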
